# Insulin Fused to Apolipoprotein A-I Reduces Body Weight and Steatosis in DB/DB Mice

**DOI:** 10.3389/fphar.2020.591293

**Published:** 2021-02-19

**Authors:** Nuria Ardaiz, Celia Gomar, Marcos Vasquez, Shirley Tenesaca, Myriam Fernandez-Sendin, Claudia Augusta Di Trani, Virginia Belsué, Javier Escalada, Ulrich Werner, Norbert Tennagels, Pedro Berraondo

**Keywords:** fusion protein, gene therapy, liver-targeted insulin, non-alcoholic fatty liver disease, apolipoprotein A-I

## Abstract

**Background:** Targeting long-lasting insulins to the liver may improve metabolic alterations that are not corrected with current insulin replacement therapies. However, insulin is only able to promote lipogenesis but not to block gluconeogenesis in the insulin-resistant liver, exacerbating liver steatosis associated with diabetes.

**Methods:** In order to overcome this limitation, we fused a single-chain insulin to apolipoprotein A-I, and we evaluated the pharmacokinetics and pharmacodynamics of this novel fusion protein in wild type mice and in db/db mice using both recombinant proteins and recombinant adenoassociated virus (AAV).

**Results:** Here, we report that the fusion protein between single-chain insulin and apolipoprotein A-I prolonged the insulin half-life in circulation, and accumulated in the liver. We analyzed the long-term effect of these insulin fused to apolipoprotein A-I or insulin fused to albumin using AAVs in the db/db mouse model of diabetes, obesity, and liver steatosis. While AAV encoding insulin fused to albumin exacerbated liver steatosis in several mice, AAV encoding insulin fused to apolipoprotein A-I reduced liver steatosis. These results were confirmed upon daily subcutaneous administration of the recombinant insulin-apolipoprotein A-I fusion protein for six weeks. The reduced liver steatosis was associated with reduced body weight in mice treated with insulin fused to apolipoprotein A-I. Recombinant apolipoprotein A-I alone significantly reduces body weight and liver weight, indicating that the apolipoprotein A-I moiety is the main driver of these effects.

**Conclusion:** The fusion protein of insulin and apolipoprotein A-I could be a promising insulin derivative for the treatment of diabetic patients with associated fatty liver disease.

## Introduction

The therapeutic goal of the management of type 1 and type 2 diabetic patients is an optimal glucose regulation to reduce the risk for complications such as retinopathy, nephropathy, and neuropathy. Insulin modifications with differences in their time of onset and duration of action are available for glucose regulation in diabetic patients. Whereas modifications resulting in a prolonged pharmacokinetic profile are used to mimic the basal insulin supply, rapid-acting insulins are administered for prandial control (King, 2012).

However, in any case, supraphysiological concentrations of insulin have to be injected subcutaneously as the exogenous supply does not replicate the normal physiological delivery of insulin into the portal circulation, which results in higher exposure of the liver than the peripheral tissues such as fat and muscle (Chap et al., 1987). Although subcutaneous administration of insulin is able to control glycemia in patients, it consequently exerts a variety of metabolic abnormalities, including excessive glycemic fluctuations, dyslipidemia, and a reduction in plasma IGF-1 coupled to higher levels of growth hormone. These alterations may contribute to the long-term micro- and macrovascular complications of diabetes (Sonksen et al., 1993). Thus, novel insulin formulations are needed to overcome these limitations.

Liver is a key insulin target organ both in healthy people and in the insulin-resistant type 2 diabetic patient. Hepatic glucose production is a major contributor to the hyperglycemia characteristic of type 2 diabetes. The increased glucose release from the liver to the blood is the combination of gluconeogenesis and glycogenolysis (Hatting et al., 2018). Physiological hyperinsulinemia completely blocks glycogenolysis and partially inhibits gluconeogenesis (Gastaldelli et al., 2001). In type 2 diabetic patients, glycogenolysis does not contribute to the hepatic glucose production and insulin loses its ability to reduce gluconeogenesis (Magnusson et al., 1992). In contrast, in these type 2 diabetic patients, insulin retains its ability to enhance lipogenesis in the liver, creating a negative feedback that sustains the metabolic alterations present in diabetes mellitus (Li et al., 2009). Indeed, non-alcoholic fatty liver disease (NAFLD) is commonly associated with insulin resistance and obesity (Marchesini et al., 1999). Thus, refinement of the pharmacokinetic/pharmacodynamic profile of insulin analogs is required to improve the insulin therapy of patients resulting in better outcomes and reduced side effects (Mazzola, 2012). Currently, insulin can be delivered into the portal vein only by intraperitoneal insulin pumps (Ruotolo et al., 1990), by pancreatic transplantation with enteric drainage, or by islet cell transplantation (Stratta et al., 1995). At present, all these methods have significant drawbacks that preclude their use as treatment for a vast majority of insulin users. A potential solution to this problem is the development of insulin analogs that have a greater effect on the liver than at the periphery. Several attempts using fusion-protein technologies have been made to target the liver including thyroxine (thyroxyl-insulin), pegylation, or fusing proinsulin to transferrin (Shojaee-Moradie et al., 2000; Wang et al., 2014; Jacober et al., 2016). A potential limitation of these approaches is that the accumulation of triglycerides in the insulin-resistant liver induces a vicious circle that ends up in a fatty liver that is resistant to the beneficial activity of insulin but sensitive to the lipogenic activity of insulin (Marchesini et al., 1999; Li et al., 2009).

To design an improved liver-targeted insulin, we focused on apolipoprotein A-I as a molecular scaffold. Apolipoprotein A-I has a natural tropism for the liver (Kim et al., 2007; Ding et al., 2012) and a long half-life in circulation. A clinical trial using *in vitro* reconstituted HDLs reported an elimination half-life between 19.3 and 92.8 h (Easton et al., 2014). In addition, HDL may control glucose homeostasis through mechanisms including insulin secretion, direct glucose uptake by muscle via the AMP-activated protein kinase, and enhanced insulin sensitivity (Drew et al., 2012; Wu et al., 2019). We report here that the fusion of single-chain insulin to apolipoprotein A-I generates a novel basal insulin that is accumulated in the liver and reduces body weight and hepatic steatosis. Therefore, it could be beneficial for the treatment of diabetic patients with a concomitant NAFLD.

## Material and Methods

### Cells and Reagents

The human hepatocyte cell line IHH was provided to us by Dr. Bart Staels (Samanez et al., 2012). Cells were cultured in Williams E medium (Invitrogen, CergyPontoise, France), containing 11 mM glucose and supplemented with 10% fetal calf serum (FCS) (Invitrogen), 100 μg/ml penicillin, 100 μg/ml streptomycin, 20 mU/ml bovine insulin (Sigma-Aldrich, St. Quentin Fallavier, France) and 50 nM dexamethasone (Sigma-Aldrich). Murine 3T3-L1 fibroblasts were provided by Dr Matilde Bustos (CIMA, Pamplona, Spain). Cells were maintained in DMEM supplemented with 10% FCS, 100 μg/ml penicillin, 100 μg/ml streptomycin. L6-GLUT4-myc cells (Baus et al., 2008) were grown in MEMα supplemented with 10% FCS, 2 μg/ml blasticidin (Calbiochem, San Diego, CA), 0.5 μg/ml puromycin (InvivoGen, San Diego, CA), 200 μg/ml hygromycin (Invitrogen). Chinese hamster ovary cells overexpressing the A isoform of the human IR (CHO-hIR) were maintained in DMEM (Gibco, Grand Island, NY) with 5.5 mM glucose (1,000 mg/L) supplemented with 10% FCS, 1% penicillin/streptomycin (Gibco), 100 µM MEM non-essential amino acids (Gibco) and 100 µM methotrexate (Sigma, St. Louis, MO). HepG2 cells were grown in DMEM supplemented with 10% FCS, 100 μg/ml penicillin, and 100 μg/ml streptomycin.

Insulin glargine (Lantus) was from Sanofi-Aventis (Paris, France). The recombinant fusion proteins insulin fused to apolipoprotein A-I (Insulin-Apo), apolipoprotein A-I (Apo) and insulin fused to albumin (Albulin) were expressed in *E. coli* and purified by GenScript Corp. (New Jersey, United StatesUnited States). Insulin was purchased from GERBU Biotechnik (Heidelberg, Germany).

### *In Vitro* Insulin Activity Assays

Murine 3T3-L1 fibroblasts were grown and differentiated into adipocytes in a 24-well plate containing 2 × 10^4^ 3T3-L1 adipocytes. 24 h before the experiment, growth medium was replaced with DMEM (Life Technologies, Ghent, Belgium) without fetal bovine serum. Then, cells were washed twice with KRB medium, and insulin and Insulin-Apo were added for 2 h, followed by addition of 0.5 µCi 2-deoxy-d-[3H]glucose for 5 min at 37°C. Incorporated 3H was quantified after extensive washing with KRB medium.

L6-GLUT4-myc cells were plated in 96 well Cytostar-T scintillating microplates (Amersham, Freiburg, Germany) at 3.0 × 10^4^ cells per well. After 48 h, cells were serum-starved (3–4 h) and treated with insulin or Insulin-Apo as indicated. To analyze glucose uptake, cells were washed twice with KRB and incubated for 25 min with insulin or Insulin-Apo. [14C] labeled 2-deoxyglucose (0.01 MBq per well, Amersham) was added, and cells were incubated for another 25 min. Non-specific uptake was determined in the presence of 40 µM cytochalasin B (Calbiochem, Los Angeles, CA). This value was subtracted from all other values. Radioactive counts were measured in a Wallac Microbeta counter (Perkin Elmer, Foster City, CA). Uptake of 2-deoxyglucose is detected as counts per minute (cpm) and presented as percentage of maximum uptake induced by insulin.

Chinese hamster ovary cells expressing human IR were used for IR autophosphorylation assay and HepG2 for the AKT phosphorylation assay using In-Cell Western technology as previously described (Sommerfeld et al., 2010).

8 × 10^5^ IHH cells were incubated in 6-well plates in DMEM with 100 U/ml penicillin, 100 μg/ml streptomycin, and 0.1% bovine serum albumin (BSA) (Sigma-Aldrich). After o/n incubation, cells were treated for 15 min with various concentrations of insulin or insulin-Apo. Cells were collected in loading buffer [1 M Tris-HCL (pH 6.8), 20% SDS, 0.05% bromophenol blue and 50% glycerol]. Proteins were separated with 8% SDS-PAGE, transferred to nitrocellulose membranes and stained with Ponceau red solution (Sigma-Aldrich) to verify equal loading of proteins. Membranes were then blocked for 2 h in TBS-Tween-20 [50 mM Tris-HCL (pH 7.6), 200 mM NaCl and 0.05% Tween-20] with 5% BSA (Sigma-Aldrich) and then primary antibody against phospho-AKT (Ser473) and AKT (Cell Signaling Technologies, Beverly, MA) was added and incubated overnight at 4°C. After further washings, membranes were incubated for 40 min with horseradish peroxidase-conjugated secondary antibody (Santa Cruz Biotechnology, Santa Cruz, CA). The immunoreactive proteins were detected with enhanced chemiluminescence (Amersham Biosciences).

### Animal Experiments

Seven weeks-old female C57BL/6J mice or BKS.Cg- + Lepr^db^/+ Lepr^db^/OlaHsd mice were purchased from Harlan Laboratories (Barcelona, Spain). For experiments with AAV vectors, female db/db mice from a colony maintained at the University of Navarra were used. Mice were kept in the University of Navarra animal facilities and cared for according to the institutional guidelines for animal care.

In the experiments with AAV vectors, female 10 weeks-old db/db mice were treated with 5 × 10^12^ viral genomes AAV encoding luciferase (AAVLuc), AAV encoding Insulin-Apo (AAVInsulin-Apo) or AAV encoding albulin (AAVAlbulin) (N = 8 per group). In the experiments with repeated administration of the recombinant protein, male 10 weeks-old db/db mice were treated daily for 6 weeks with 5 U/kg human insulin s.c., 26 nmol/kg apolipoprotein A-I s.c., or 26 nmol/kg Insulin-Apo s.c. Bodyweight was measured once per week, and food intake twice per week for three months, and mice were sacrificed at the end of the study. Serum was obtained and stored at –20°C until assayed. Epididymal and inguinal fat were surgically removed as representatives of visceral and subcutaneous fat, respectively. Fatty deposits and livers were weighed, and liver samples were stored in formalin or frozen at‐80°C. The number of mice used in the experiment depicted in Figures 6, 7 are n = 13 for PBS and Insulin-Apo groups and n = 8 for the insulin-treated group. The number of mice of the experiment depicted in Figure 8 are n = 6 for PBS group, n = 12 for Insulin-Apo-treated group and n = 5 for Apo-treated group. For induction of diabetes, C57BL/6J wild-type mice were given a single intravenous dose of 175 mg/kg of streptozotocin (Sigma-Aldrich). 4 days later, animals were treated with insulin or Insulin-Apo intravenously (139 nmol/kg), and blood glucose was monitored before and sequentially after treatments.

### ELISAs

The serum concentration of insulin after intravenous administration of 55 nmol/kg of insulin or Insulin-Apo was determined in serum samples obtained at several time points and stored at -20°C. A commercial ELISA kit for the detection of human insulin (RayBiotech, Norcross, GA) was used according to manufacturer's instructions.

### Adeno-Associated Virus

All AAV plasmids contain an expression cassette flanked by two inverted terminal repeats from the AAV2. The expression cassette contains the ubiquitous human 1-α elongation factor (EF1-α) promoter, the gene encoding for luciferase or the cDNA encoding for Insulin-Apo or insulin fused to albumin (albulin). Optimized sequences for production in *E. coli* were used to reduce the protein production per cell and to avoid toxicity due to hyperinsulinemia. AAV2/8 vectors were produced by polyethyleneimine transfection of 293T cells. The resulting viral vectors (AAVLuc, AAVInsulin-Apo, or AAVAlbulin) were harvested and purified by iodixanol-gradient centrifugation, followed by filtration and further concentration against phosphate-buffered saline–5% saccharose. Viral titers in terms of genome copies per milliliter (gc/ml) were determined by quantitative real-time polymerase chain reaction (RT-PCR) (Fernandez-Sendin et al., 2020).

### Microarray Analysis

Six hours after s.c. administration of saline, Insulin-Apo or albulin (55 nmol/kg) to C57BL/6J mice, liver samples were isolated and RNA extracted using Maxwell 16 LEV simplyRNA purification kit (Promega Madison, WI). Samples were then processed following Affymetrix recommendations, and cRNA was hybridized to the Affymetrix Mouse Gene 1.0 ST array. Both background correction and normalization were done using the Robust Multichip average algorithm (Irizarry et al., 2003). Then, a filtering process was performed to eliminate probe sets with low expression levels. Applying the criterion of an expression value greater than 5 in at least 2 samples of one of the experimental conditions, 258024 probe sets were selected for the statistical analysis. R and Bioconductor were used for preprocessing and statistical analysis(Gentleman, 2005). LIMMA (Linear Models for Microarray Data) was used to find which probe sets showed significant differential expression between experimental conditions (Smyth, 2004). Genes affected by Insulin-Apo, albulin treatments were identified as significant based on a B statistic cutoff (B > 0).

Functional enrichment analysis of Gene Ontology (GO) categories was carried out using a standard hypergeometric test (Draghici, 2003). The biological knowledge extraction was complemented by the use of Ingenuity Pathway Analysis (Ingenuity Systems, www.ingenuity.com), which database includes manually curated and fully traceable data derived from literature sources. Microarray data are available on the Gene Expression Omnibus (GEO) website (accession number: GSE160105).

### Quantitative RT-PCR

Total RNA from mice livers was isolated using Maxwell 16 LEV simplyRNA purification kit (Promega). RNA was treated with DNase I and retrotranscribed to cDNA with MMLV RT in the presence of RNase OUT (all reagents from Invitrogen, Carlsbad, CA, United States) according to manufacturer’s instructions. Primers for quantitative RT-PCR are listed in Supplementary Table S1. RPLP0 was used to standardize gene expression. The mRNA values were represented by formula 2^ΔCt^, where ΔCt indicates the difference in the threshold cycle between RPLP0 and the target genes (all reagents from BioRad, Hercules, CA).

### Serum Biochemistry

AST, ALT, and total cholesterol serum measurements were done using a Cobas Mira Autoanalyzer (Roche Diagnostic, Basel, Switzerland). Glycemia was determined using Accu-Chek Aviva (Roche Diagnostic, Barcelona, Spain).

### Histology

Sections of paraffin-embedded tissues were stained with H&E. For hepatic lipid accumulation analyses, optimal cutting temperature compound (Sakura, Torrance, CA)-embedded frozen livers were sectioned at 10 μm and stained with Oil Red O (Sigma, St. Louis, MO) according to a standard protocol. Representative images were captured with an Axio Observer Z1 (Carl Zeiss, Jena, Germany). Automated quantification was performed using the ColorThershold function of Matlab 7.1.0.83 R14 (Mathworks, Natick, Mass). Background areas were determined in H&E-stained tissue slides and red areas were determined for Oil Red O-stained tissue slides.

### Statistical Analysis

All statistical analyses were performed with Prism software (GraphPad Software 8.4.3, Inc.). Time series were fitted to a model, and treatments were compared using the extra sum-of-squares F test. Differences among three or more groups were analyzed by one-way ANOVA, followed by Sidak's posttest. *p* values < 0.05 were considered to be statistically significant.

## Results

### *In Vitro* Activity of Single-Chain Insulin Fused to Apolipoprotein A-I

To construct an insulin derivative fused to apolipoprotein A-I, we selected a single-chain insulin described previously (Rajpal et al., 2009). This single-chain insulin was fused to the N-terminus of human apolipoprotein A-I with a short linker GAP. To facilitate the purification step, a His-tag was added to the C-terminus end of the apolipoprotein A-I (Supplementary Figure S1A).

The activity of the recombinant fusion protein was evaluated, analyzing the uptake of deoxyglucose by 3T3-L1 adipocytes. A concentration of 100 nM of insulin achieved a significant increase in the glucose uptake, while 10-fold higher concentration of Insulin-Apo was required to obtain a similar increase (Figure 1A). This result was confirmed in L6-GLUT4 myc myocytes. The EC50 for insulin was 5.3 nM, while the EC50 with the fusion protein was reached at 25.2 nM (Figure 1B). To further analyze the *in vitro* activity of the fusion protein, the autophosphorylation of the insulin receptor (IR) was determined in CHO cells transfected with the human IR (CHO-hIR). A dose-dependent effect was observed both with human insulin and with Insulin-Apo. In line with previous results, the EC50 was reached at a lower concentration of insulin (12.3 nM) than Insulin-Apo (4.3 µM) (Figure 1C). Finally, we evaluated the activity of human insulin and insulin fused to apolipoprotein A-I in hepatic cell lines. Phosphorylation of AKT is an important signaling event triggered upon insulin binding to its receptor. We observed clear phosphorylation of AKT upon insulin or Insulin-Apo treatment in both Hep2G cells (Figure 1D) and IHH cells (Figure 1E), that maintain features of differentiated human hepatocytes (Samanez et al., 2012). However, recombinant Insulin-Apo required approximately 10-fold higher concentration than insulin to phosphorylate AKT (Figures 1D,E).

**FIGURE 1:**
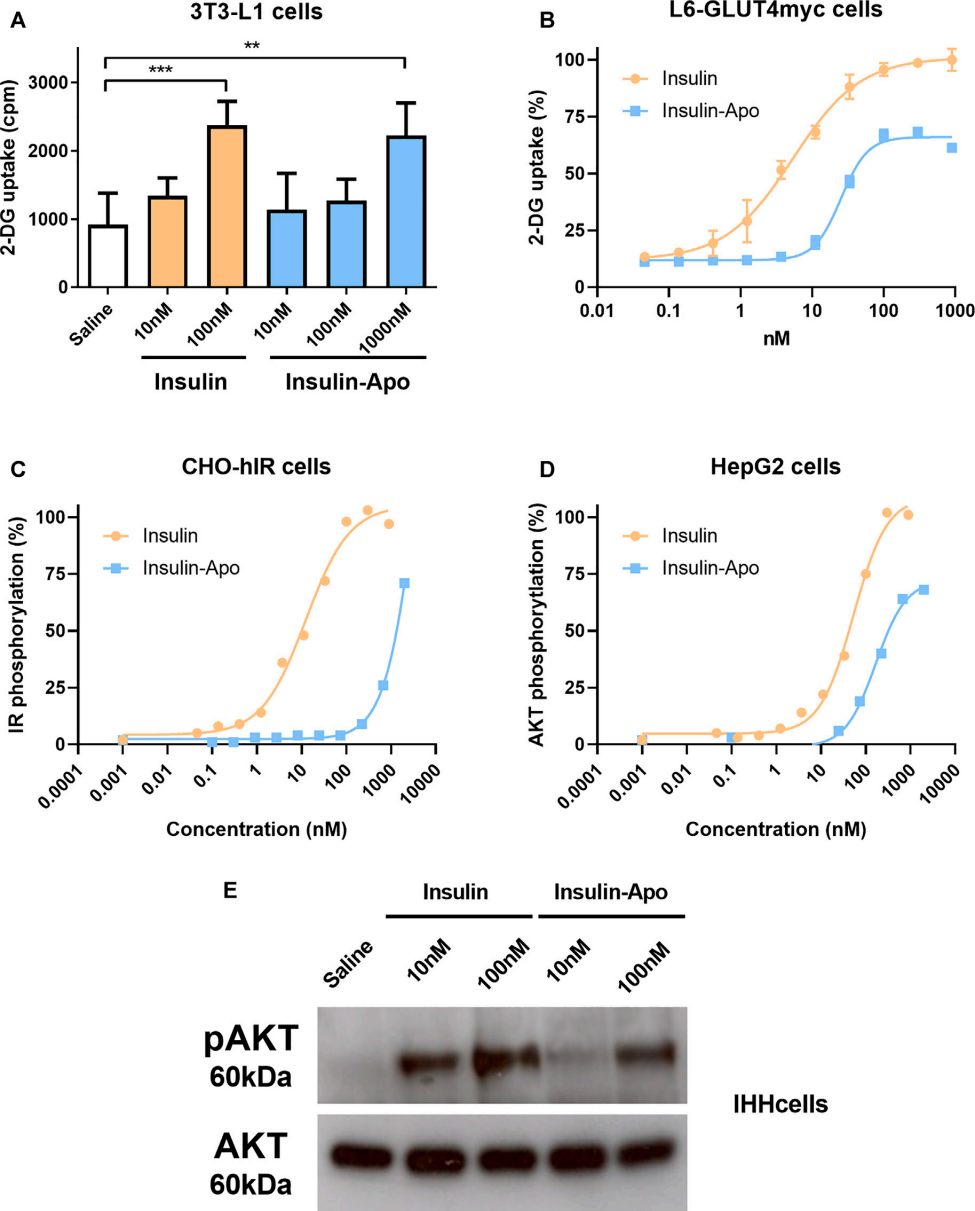
*In vitro* activity of Insulin-Apo. Insulin and Insulin-Apo effects on **(A)** 2-deoxyglucose uptake in 3T3-L1 adipocytes (n = 4) or **(B)** L6-GLUT4myc cells (n = 4); **(C)** phosphorylation of the insulin receptor in CHO-hIR cells; **(D)** phosphorylation of AKT in HepG2 cells. **(E)** Western blot of phospho-AKT signaling in hepatic IHH cells. **p < 0.01, ***p < 0.001.

### Pharmacokinetic and Pharmacodynamic Properties After Intravenous Administration

To analyze the *in vivo* activity of the recombinant protein Insulin-Apo, C57BL/6J mice were treated with 175 mg/kg streptozotocin intravenously. Four days later, induction of diabetes was determined by analyzing the glycemia. Mice with glycemia over 500 mg/dl were included in the experiments. First, a dose of 139 nmol/kg Insulin-Apo was administered intravenously, and glycemia was determined at 0, 1, 3, 6, 8, and 12 h after drug administration. The glucose levels decreased slowly, reaching a plateau at 6 h after injection (Figure 2A). The glycemia remained low, and finally, mice were sacrificed due to the profound hypoglycemia. In contrast, insulin promoted a sharp decrease in glucose levels 1 h after administration but returned to baseline values after 3 h (Figure 2A). Then, a dose-finding study was performed administering different doses of Insulin-Apo to streptozotocin-induced diabetic mice and analyzing the glycemia 6 h after drug administration. A clear dose-response was obtained (Figure 2B), and an intermediate dose of 55 nmol/kg was selected for further studies.

**FIGURE 2:**
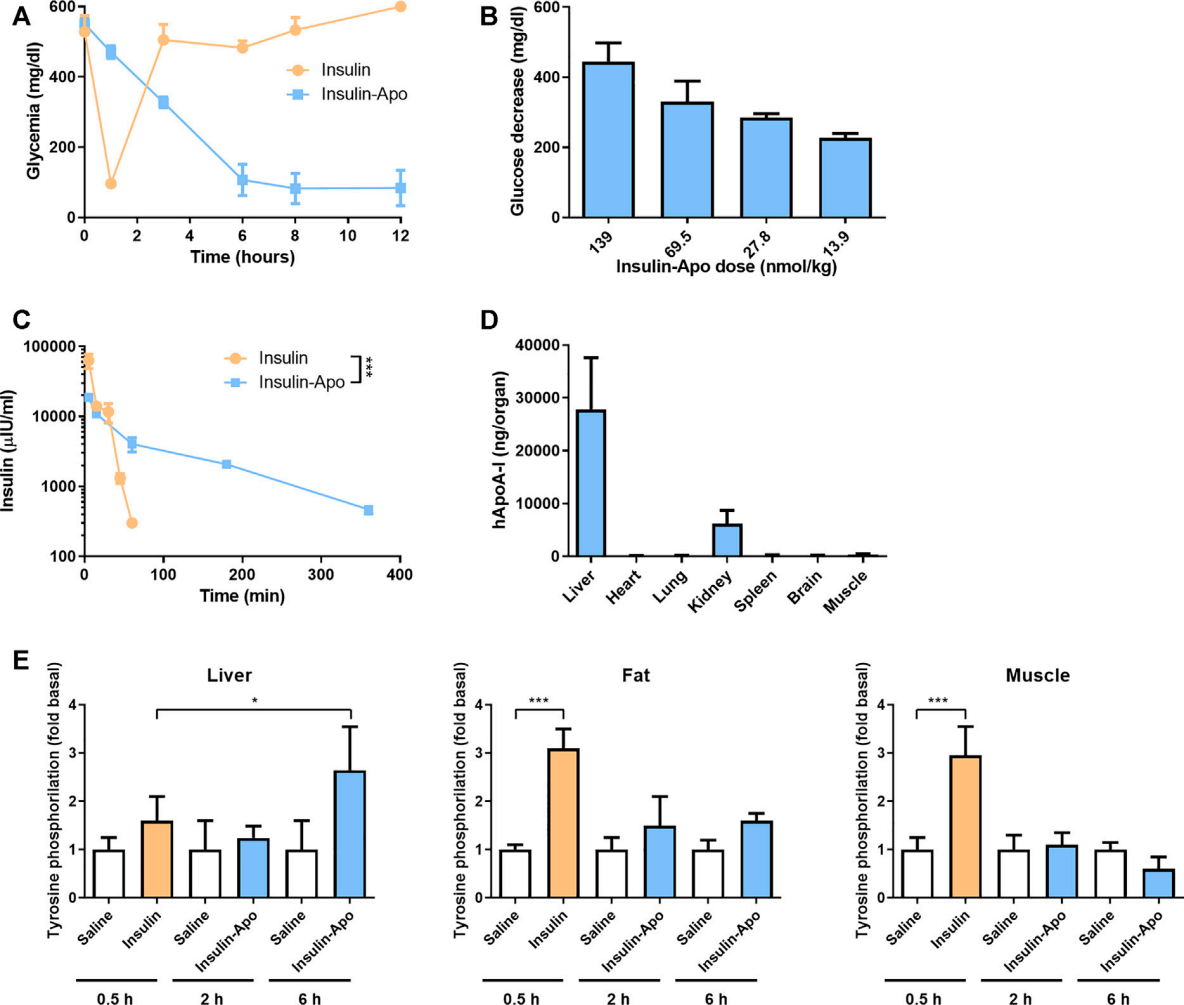
Insulin-Apo pharmacokinetics/pharmacodynamics after intravenous administration. **(A)** Streptozotocin-induced diabetic C57BL/6J mice received 139 nmol/kg insulin or Insulin-Apo i.v. At various time points, mice were bled, and glycemia was determined with a glucometer (n = 3). **(B)** Reduction in glycemia 6 h after administration of different doses of Insulin-Apo i.v. to streptozotocin-induced diabetic C57BL/6J mice. **(C)** C57BL/6J mice received 55 nmol/kg of insulin or, Insulin-Apo **i**.v. At various time points, mice were bled and samples assayed by ELISA for the presence of human serum insulin (n = 3). ***p < 0.001. **(D)** To analyze biodistribution, C57BL/6J mice received 110 nmol/kg Insulin-Apo **i**.v. Three hours after administration, the animals were sacrificed, and several organs were removed. The amount of human apoA-I in the organ homogenates was determined by ELISA (n = 4). **(E)** Tyrosine phosphorylation of the insulin receptor in liver, fat tissue, and muscle was determined by Western blot of tissue samples from C57BL/6J mice 0.5 h after treatment with 1 U/kg s.c. human insulin and 2 and 6 h after treatment with 200 nmol/kg s.c. Insulin-Apo (n = 3).

Next, we performed experiments to determine the plasmatic half-life of the protein. C57BL/6J mice received 55 nmol/kg insulin or Insulin-Apo intravenously. At several time points, mice were bled, and samples were assayed with a human insulin ELISA. Insulin plasmatic levels decayed quickly after administration of regular insulin, and 60 min after intravenous injections, no more insulin was detectable. The estimated half-life was 9 min. In sharp contrast, the plasmatic levels of Insulin-Apo decreased slowly with an estimated elimination half-life of 109 min (Figure 2C).

Finally, we performed experiments to analyze the liver targeting of Insulin-Apo. Mice were injected intravenously with Insulin-Apo, and 3 h later, the presence of human apolipoprotein A-I in different organs was detected by ELISA. A signal over the background could be detected in all the organs analyzed. The highest amount of Insulin-Apo was detected in the liver (Figure 2D), reflecting the accumulation of apolipoprotein A-I in the liver before degradation. We also detected high amounts of the recombinant protein in kidneys. This is consistent with other reports describing that the second elimination mechanism for apolipoprotein A-I is renal clearance (Kim et al., 2007). The tyrosine phosphorylation of the insulin receptor was analyzed in liver, fat, and muscle tissue 0.5 h after insulin administration and 2 and 6 h after Insulin-Apo administration. These time points were selected based on the maximum glycemia reduction. The phosphorylation of the insulin receptor increased significantly in fat and muscle but not in liver. In contrast, Insulin-apo induced the insulin receptor phosphorylation only at the liver at 6 h but not at 2 h, indicating a progressive accumulation in the liver (Figure 2E).

### Differential Activity in Liver

In order to further evaluate the *in vivo* properties of the new insulin derivative, we compared the pharmacodynamic properties in the liver to other insulin derivatives with long half-life in circulation: the fusion protein of albumin and insulin (Albulin) (Duttaroy et al., 2005). 

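Liver expression was measured in 9 arrays, 3 from mice given saline, 3 from mice given 55 nmol/kg Albulin and 3 from mice given 55 nmol/kg Insulin-Apo. The doses were subcutaneous and the livers of the C57BL/6 mice were taken 6 h later. The methods give an age of 7 weeks for C57BL/6J mice at purchase, and the sample labels give 6 weeks. A further 3 arrays hold livers of mice that received 55 nmol/kg insulin glargine, a long-acting insulin analogue, 6 h earlier, according to the sample labels. RNA was hybridized to the Affymetrix Mouse Gene 1.0 ST array, on which a probe set is a group of probes that reads 1 transcript cluster. The authors corrected the background and normalized the arrays with the Robust Multichip Average algorithm (RMA), and the deposited values are log2 expression values of 28213 probe sets. The version of RMA and the genome build of the array annotation are not given in the sources used here, so genes are identified by symbol and probe set number. The annotation gives 1 gene symbol to 21640 probe sets, several to 1321 and none to 5252, and no gene was named from a probe set with several symbols. The medians of the arrays lay between 7.70 and 7.77. The mean correlation of an array with the other arrays of its group was 0.995 to 0.997 for saline, Albulin and Insulin-Apo, and 0.990 to 0.993 for insulin glargine. Probe sets were kept when their value was over 5 in at least 2 arrays of a group, which left 25989 in the 9 arrays. These were compared with limma in a single fit of the 3 groups, and a probe set was called changed when its B statistic, the log odds of differential expression, was over 0. P values adjusted with the Benjamini-Hochberg method are given beside the calls. Where several probe sets carry the same symbol, the values given are those of the probe set with the highest mean. With 3 arrays per group, the number of arrays limits the precision of each value. The sources used here do not state that each array holds RNA of a different mouse, and the p values measure only the spread between these arrays, which may be technical.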

We administered subcutaneously saline, Albulin or Insulin-Apo to wild type mice, and 6 h later, livers were extracted and homogenized. RNA was obtained and used to analyze the gene expression profile induced by the different insulin modifications. 

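Genes of the acute phase response, whose products the liver secretes in inflammation, rose after both derivatives. Saa1 (probe set 10563611) and Saa2 (probe set 10553274), which encode serum amyloid A proteins, had the largest fold changes of all probe sets with 1 gene symbol in both comparisons with saline. Saa1 expression was 6.30 ± 0.28 (log2, mean ± SD, n = 3) after saline, 11.85 ± 0.74 after Albulin and 11.63 ± 0.90 after Insulin-Apo. Its log2 fold change was 5.55 (standard error 0.42, adjusted p = 0.000177, limma) after Albulin and 5.33 (standard error 0.42, adjusted p = 0.000295, limma) after Insulin-Apo. Of 24 acute phase genes measured, 16 rose and none fell after Albulin (20 and none adjusted over the list alone), and 12 rose and none fell after Insulin-Apo (22 and 1 adjusted over the list alone). As a group these genes shifted up after Albulin (camera, adjusted p = 1.14e-23, and adjusted p = 0.161 with an estimated correlation) and after Insulin-Apo (adjusted p = 7.45e-24, and adjusted p = 0.146 with an estimated correlation). No list of genes passed this test with an estimated correlation in any comparison. Orm2, an orosomucoid, rose by 2.51 on the log2 scale after Albulin and 2.70 after Insulin-Apo, and Socs3, an inhibitor of cytokine signalling, by 2.38 and 1.89. The chemokine Cxcl13 rose by 1.54 and 2.19, and Cxcl1 rose by 2.54 after Albulin and had a log2 fold change of 1.28 after Insulin-Apo that was called in 6 of 19 alternatives only. Beside these genes, 3 of 9 neutrophil markers rose after Albulin, namely S100a8 by 0.95, S100a9 by 0.64 and Cxcr2 by 0.92. None fell (5 and none adjusted over the list alone, adjusted p = 7.39e-05, and adjusted p = 0.161 with an estimated correlation). The calls of S100a8 and Cxcr2 were each lost in 5 of 19 alternatives, and without saline replicate 1 only 1 of the markers rose. After Insulin-Apo no neutrophil marker was called (S100a9 was in 5 of 19 alternatives), 6 rose when adjusted over the list alone, and the list had a median log2 fold change of 0.32 (adjusted p = 0.00109, and adjusted p = 0.181 with an estimated correlation). Of 11 markers of Kupffer cells and other macrophages, none was called after Albulin (2 higher at an unadjusted p under 0.05). The adjusted p of the list after Albulin was 0.0834. It was 0.0413 without saline replicate 2, 0.037 without saline replicate 3, 0.044 without Insulin-Apo replicate 1 and 0.0307 without Insulin-Apo replicate 2. After Insulin-Apo, Marco rose by 0.93, a call lost in 10 of 19 alternatives. Adjusted over the list alone, 5 of the 11 markers were higher after Insulin-Apo and none lower. The adjusted p of the list after Insulin-Apo was 0.00145 (0.0685 without Insulin-Apo replicate 1, and adjusted p = 0.392 with an estimated correlation). Of 9 markers of liver sinusoidal endothelial cells none was called by limma after either derivative, with a median log2 fold change of 0.18 after both (4 higher after Albulin and 2 after Insulin-Apo at an unadjusted p under 0.05). The list had an adjusted p of 0.0205 after Albulin (adjusted p = 0.644 with an estimated correlation) and 0.00823 after Insulin-Apo (adjusted p = 0.445 with an estimated correlation). These calls of the list were lost without saline replicate 1 (adjusted p = 0.258 and 0.102), and also without Albulin replicate 1 after Albulin (0.158) and without Insulin-Apo replicate 1 after Insulin-Apo (0.0625). Of 5 B cell markers none was called after Albulin, with a median of 0.26 (3 higher at an unadjusted p under 0.05, adjusted p = 0.0151, 0.0528 without Albulin replicate 1, and adjusted p = 0.317 with an estimated correlation). Endoplasmic reticulum chaperones and other genes of the unfolded protein response also rose, 4 of 20 measured genes after Albulin (8 adjusted over the list alone) and 8 after Insulin-Apo (16 adjusted over the list alone), and none fell. The list had an adjusted p of 3.94e-05 after Albulin (adjusted p = 0.293 with an estimated correlation) and 1.29e-17 after Insulin-Apo (adjusted p = 0.0975 with an estimated correlation). Among them, Dnajb9 rose by 0.91 after Albulin and 1.20 after Insulin-Apo, and the transcription factor Xbp1 by 0.87 and 0.61. These calls of Xbp1, and those of Dnajb9 and Cxcl13 after Albulin, were lost when all 12 arrays were fitted together.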

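Some genes of the circadian clock, which sets daily rhythms of liver metabolism, were called after the derivatives. The sources used here give neither time of day nor processing sets for any group. Livers taken at another time of day or processed as a separate set therefore cannot be told apart from an effect of the derivatives on these genes. Of 16 clock genes measured, Nfil3 rose by 1.74 and Per3 fell by 1.02 on the log2 scale after Albulin (2 higher and 7 lower adjusted over the list alone, adjusted p of the list = 0.266). The test of the list looks for a net shift, in which rises and falls cancel. It therefore does not show that the clock list was unchanged after Albulin. After Insulin-Apo, Nfil3 rose by 1.42 and 5 genes fell, among them Per3 by 1.16 and Dbp by 1.13 (3 higher and 9 lower adjusted over the list alone, adjusted p of the list = 0.0049, and adjusted p = 0.181 with an estimated correlation). Only 1 clock gene fell after Insulin-Apo without saline replicate 2 or without saline replicate 3, and 3 fell in a fit of all 12 arrays, without any 1 of the Albulin arrays, without Insulin-Apo replicate 1 or without Insulin-Apo replicate 2. After Albulin 2 fell without saline replicate 1, Insulin-Apo replicate 1 or Insulin-Apo replicate 3 and 3 fell without Insulin-Apo replicate 2, and the call of Dbp after Insulin-Apo was lost in 3 of 19 alternatives. After Albulin Dbp had a log2 fold change of -0.97, which was called in 10 of 19 alternatives only. Between the derivatives no clock gene was called (4 higher after Albulin at an unadjusted p under 0.05), and the list had an adjusted p of 0.0159 (adjusted p = 0.26 with an estimated correlation), which was 0.0807 without Albulin replicate 1 and 0.0544 without Insulin-Apo replicate 1. Outside these lists, Slc41a2, which encodes a magnesium transporter, rose by 2.82 after Albulin and 2.87 after Insulin-Apo. The deubiquitinase gene Usp2 fell by 1.86 and 1.95, and Tsc22d3, which glucocorticoids induce, fell by 1.73 and 1.16. Of 11 glucocorticoid response genes measured, 2 fell after Albulin and 1 after Insulin-Apo, and none rose. Adjusted over the list alone, 2 were higher and 3 lower after Albulin, and none higher and 4 lower after Insulin-Apo. The glucocorticoid list was not called (camera, adjusted p = 0.0883 and 0.0583), but it was called in 3 and 6 of 20 alternatives. Angptl8, which encodes a liver protein that regulates lipoprotein lipase, fell by 1.68 after Albulin, and its log2 fold change of -0.66 after Insulin-Apo was not called. Rgs16, a regulator of G protein signalling, fell by 1.88 after Insulin-Apo, and its log2 fold change of -0.91 after Albulin was not called. In all, 626 probe sets were called after Albulin, 356 higher and 270 lower, from 549 genes with a symbol. After Insulin-Apo, 556 probe sets were called, 347 higher and 209 lower, from 493 genes with a symbol. The largest adjusted p among these calls was 0.0219 after Albulin and 0.0258 after Insulin-Apo. By limma's moderated F test, 1293 probe sets differed among the 3 groups at an adjusted p under 0.05. This count was 613 without saline replicate 1, 469 without saline replicate 2, 705 without Albulin replicate 1, 815 without Albulin replicate 3 and 623 in a fit of all 12 arrays. Without saline replicate 2 the calls were 411 after Albulin and 324 after Insulin-Apo, and in a fit of all 12 arrays 361 after Insulin-Apo. At an adjusted p under 0.05 in place of B > 0, 1219 probe sets were called after Albulin and 969 after Insulin-Apo, and of these 378 and 324 also had a log2 change of at least 0.58.

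**Figure D1:**
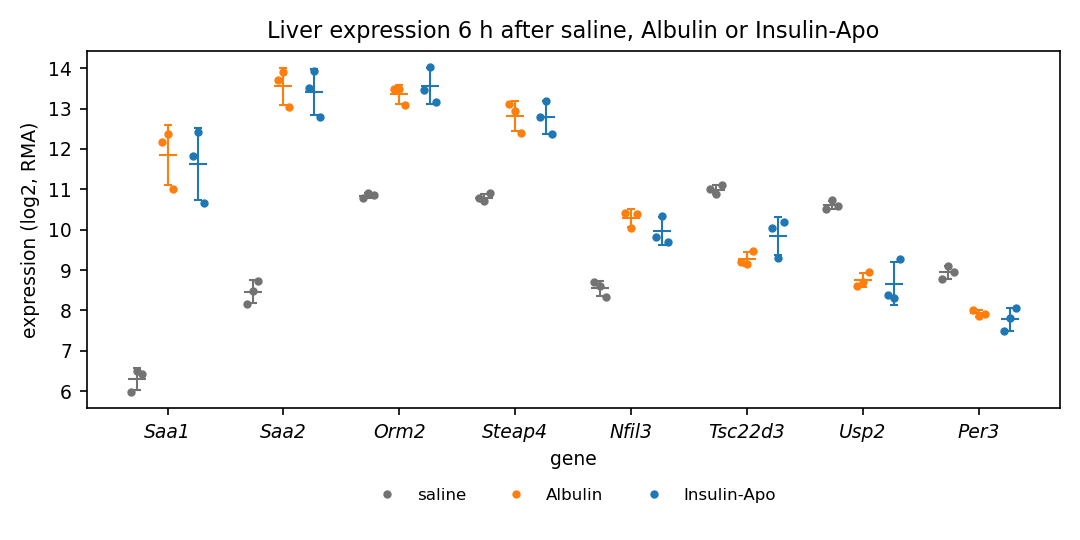
Expression (log2, RMA) of Saa1, Saa2, Orm2, Steap4, Nfil3, Tsc22d3, Usp2 and Per3 in liver 6 h after saline, Albulin or Insulin-Apo. Each point is an array (n = 3 per group), the long bar is the mean and the whiskers are the SD; the arrays of both derivatives lie above the saline arrays for Saa1, Saa2, Orm2, Steap4 and Nfil3 and below them for Tsc22d3, Usp2 and Per3.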

Around 500 genes were upregulated or downregulated by the two insulin derivatives as compared with saline-treated mice (Figure 3A). 

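Of the probe sets called against saline, 256 were called after both derivatives, 162 higher in both, 94 lower in both and none in opposite directions. Among them, Lcn2, which encodes an acute phase protein that binds bacterial siderophores, rose by 1.38 (standard error 0.17, adjusted p = 0.00174, limma) after Albulin and 1.40 (standard error 0.17, adjusted p = 0.00231, limma) after Insulin-Apo on the log2 scale. Apcs, the serum amyloid P component, rose by 0.98 and 1.28, and Nop58, a nucleolar protein of ribosome biogenesis, by 1.00 and 0.81. The shared probe sets were 40.9% of the calls after Albulin and 46% of the calls after Insulin-Apo. Across all probe sets tested, which are not independent replicates, the log2 fold changes after Albulin and Insulin-Apo had a correlation of r = 0.71. Both comparisons used the same 3 saline arrays, so a correlation arises without any effect. In 100 simulations of unchanged groups against shared saline arrays, r had a median of 0.49 and lay between -0.55 and 0.94, and the same-direction overlap had a median of 0 probe sets and reached 17. The covariance of the fold changes was 0.0288, against a simulated median of 0.00518 (-0.00244 to 0.0134), a difference of 0.0236. Independent lists of these sizes would share 4.8 probe sets higher in both and 2.2 lower in both. The 3 saline arrays are too few to split, so part of the overlap may come from sharing them. Without saline replicate 2 the overlap was 156 probe sets, and at an adjusted p under 0.05 it was 515.

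**Figure D2:**
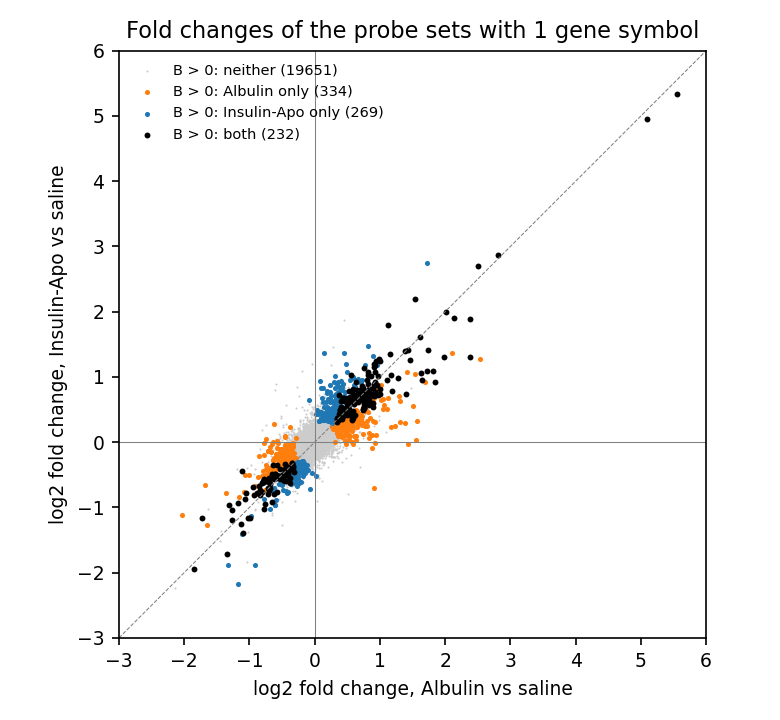
Log2 fold change against saline after Albulin (horizontal axis) and after Insulin-Apo (vertical axis) for the 20486 probe sets with 1 gene symbol, coloured by the comparison in which B was over 0, with a dashed line of equality. The 232 probe sets called in both comparisons lie in the upper right and lower left parts of the plot.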

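Genes of the unfolded protein response were among those lower after Albulin than after Insulin-Apo. Sdf2l1 (probe set 10438098), which encodes a partner of endoplasmic reticulum chaperones, had an expression of 10.61 ± 0.23 (log2, mean ± SD, n = 3) after saline, 10.75 ± 0.05 after Albulin and 11.98 ± 0.20 after Insulin-Apo. The log2 difference of Albulin from Insulin-Apo was -1.23 (standard error 0.12, adjusted p = 0.00804, limma) for Sdf2l1 and -0.92 (standard error 0.12, adjusted p = 0.0171, limma) for Creld2, a protein of the same compartment. With Manf, which had a difference of -0.47 that was lost in 8 of 19 alternatives, 3 of the 20 measured genes of this list were lower after Albulin and none was higher (12 lower and 2 higher adjusted over the list alone). The list as a group was lower after Albulin (camera, adjusted p = 7.94e-08, and adjusted p = 0.253 with an estimated correlation). In a fit of all 12 arrays the call of Creld2 was lost and 1 gene of the list was lower after Albulin, and without saline replicate 1 it was 5. Rgs1, a regulator of G protein signalling in leukocytes, was lower after Albulin by a log2 difference of -0.92 (adjusted p = 0.0171, limma). The cytokine gene Il1b had a difference of -1.27 (adjusted p = 0.0822, limma), a call lost in 8 of 19 alternatives, and it was the only acute phase gene called of 24 between the derivatives. The interleukin receptor Il17ra was higher after Albulin by 0.98 (adjusted p = 0.0484, limma). Of 16 interferon response genes none was called, with a median log2 difference of -0.28 (4 lower at an unadjusted p under 0.05, 1 lower adjusted over the list alone, adjusted p = 0.00015, and adjusted p = 0.466 with an estimated correlation). No T cell or NK cell marker of 8 and no B cell marker of 5 was called either, with median log2 differences of -0.17 and 0.30 (adjusted p = 0.00373 and 0.00235, and adjusted p = 0.253 for both with an estimated correlation). At an unadjusted p under 0.05, 4 of the T cell and NK cell markers were lower and 4 of the B cell markers were higher after Albulin. In all, 166 probe sets differed between the derivatives, 65 higher and 101 lower after Albulin, from 138 genes with a symbol, and the largest adjusted p among these calls was 0.0954. The balance of both directions depended on the scaling, with 47 of 178 higher after each array was centred on its median and 88 of 174 higher after quantile normalization was repeated. It was 103 of 146 without Albulin replicate 2, 49 of 90 in a fit of all 12 arrays and 20 of 36 at an adjusted p under 0.05. The count was 77 without Albulin replicate 1, 106 without Albulin replicate 3, and 28 at an adjusted p under 0.05 with a log2 change of at least 0.58.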

Albulin and Insulin-Apo profiles were highly similar and only differed in the gene expression of 88 genes. 

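Genes of fatty acid synthesis rose after Albulin and were higher after Albulin than after Insulin-Apo. Fasn (probe set 10393970), fatty acid synthase, had an expression of 9.95 ± 0.25 (log2, mean ± SD, n = 3) after saline, 11.37 ± 0.42 after Albulin and 9.91 ± 0.21 after Insulin-Apo. Acly (probe set 10391146), ATP citrate lyase, which supplies cytosolic acetyl-CoA, was at 10.07 ± 0.05 after saline, 11.61 ± 0.30 after Albulin and 10.09 ± 0.29 after Insulin-Apo. Acaca (probe set 10394538), acetyl-CoA carboxylase, was at 10.06 ± 0.24, 11.45 ± 0.16 and 10.36 ± 0.08 in the same order, and Thrsp (probe set 10565609), a regulator of lipogenesis, at 9.07 ± 0.20, 9.97 ± 0.44 and 8.37 ± 0.13. The log2 difference of Albulin from Insulin-Apo was 1.46 for Fasn (standard error 0.19, adjusted p = 0.0171, limma), 1.52 for Acly (standard error 0.16, adjusted p = 0.00804), 1.09 for Acaca (standard error 0.12, adjusted p = 0.00804) and 1.60 for Thrsp (standard error 0.18, adjusted p = 0.00953). Each of these 4 differences was called in all 19 alternatives. Against saline, Fasn rose by 1.42 (adjusted p = 0.00301, limma), Acly by 1.55 (adjusted p = 0.00069) and Acaca by 1.39 (adjusted p = 0.000257) after Albulin, and Thrsp by 0.90 (adjusted p = 0.0205), a call lost in 11 of 19 alternatives. After Insulin-Apo none of the 4 was called against saline, with log2 fold changes of -0.04 for Fasn, 0.03 for Acly, 0.30 for Acaca and -0.70 for Thrsp (adjusted p = 0.953, 0.955, 0.221 and 0.062, limma), and of these only that of Thrsp was called in any alternative, in 2 of 19. The fatty acid elongase Elovl6 rose by 0.93 after Albulin (adjusted p = 0.00475, limma), and its difference from Insulin-Apo, 0.62 (adjusted p = 0.109), was called in 4 of 19 alternatives only. Of 22 lipogenesis genes measured, 5 rose and none fell after Albulin (7 and 4 adjusted over the list alone). None rose and 1 fell after Insulin-Apo (none and 5 adjusted over the list alone), and 4 were higher and none lower after Albulin than after Insulin-Apo (7 and 1 adjusted over the list alone). The gene that fell after Insulin-Apo was Acss2, by 0.76, a call lost in 7 of 19 alternatives. As a group the list was up after Albulin (camera, adjusted p = 0.0147, and adjusted p = 0.593 with an estimated correlation) and was not called after Insulin-Apo (adjusted p = 0.419). It was higher after Albulin than after Insulin-Apo (adjusted p = 1.41e-05, and adjusted p = 0.292 with an estimated correlation). Its median log2 change was 0.08 after Albulin, -0.03 after Insulin-Apo and 0.18 between them. Without Albulin replicate 3 the list was no longer called after Albulin (camera, adjusted p = 0.0525), and its adjusted p ranged over the alternatives from 0.00025 to 0.593 after Albulin and from 4.46e-09 to 0.292 between the derivatives.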

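Of the 14 genes in the heatmap of Fig. 3A, 9 were higher and 4 lower after Albulin than after Insulin-Apo (10 and 4 adjusted over the list alone). The study chose these genes on the same arrays, so their count is not independent evidence of a difference. Beside the 4 genes of fatty acid synthesis, the higher genes were the galactosyltransferase gene B3galt1 with a log2 difference of 1.07 and the elongation factor gene Ell with 0.69. They also included Prkaa2, a catalytic subunit of AMP-activated protein kinase, with 0.52, Entpd5 with 0.51 and Aldh1l1, an enzyme of folate metabolism, with 0.43. The phosphatase gene Dusp1 was lower after Albulin with a log2 difference of -0.90 (standard error 0.13, adjusted p = 0.0263, limma). Also lower were Ly96, a partner of the lipopolysaccharide receptor, with -0.74, Crem, a transcription factor of the cAMP response, with -0.47 and Plekha8 with -0.45. Idh1, cytosolic isocitrate dehydrogenase, had a difference of 0.27 (standard error 0.06, adjusted p = 0.114, limma) and was not called. The adjusted p of B3galt1, Ell, Prkaa2, Entpd5, Aldh1l1, Crem and Plekha8 lay between 0.0666 and 0.0928. Dusp1 and Crem are also the 2 genes of the cAMP and immediate early response list, of 18 measured, that were lower after Albulin. None was higher (5 lower and none higher adjusted over the list alone, adjusted p = 0.00015, and adjusted p = 0.391 with an estimated correlation). Without Albulin replicate 1 or without Insulin-Apo replicate 2, 5 of the heatmap genes were higher, 2 were lower without Albulin replicate 2, and 1 was lower in a fit of all 12 arrays. The calls of Aldh1l1, Prkaa2, Crem and Entpd5 were lost in 11, 8, 6 and 5 of 19 alternatives and those of B3galt1 and Plekha8 in 4, and at an adjusted p under 0.05 the calls of Fasn, Acly, Acaca, Thrsp, Dusp1 and Ly96 remained.

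**Figure D3:**
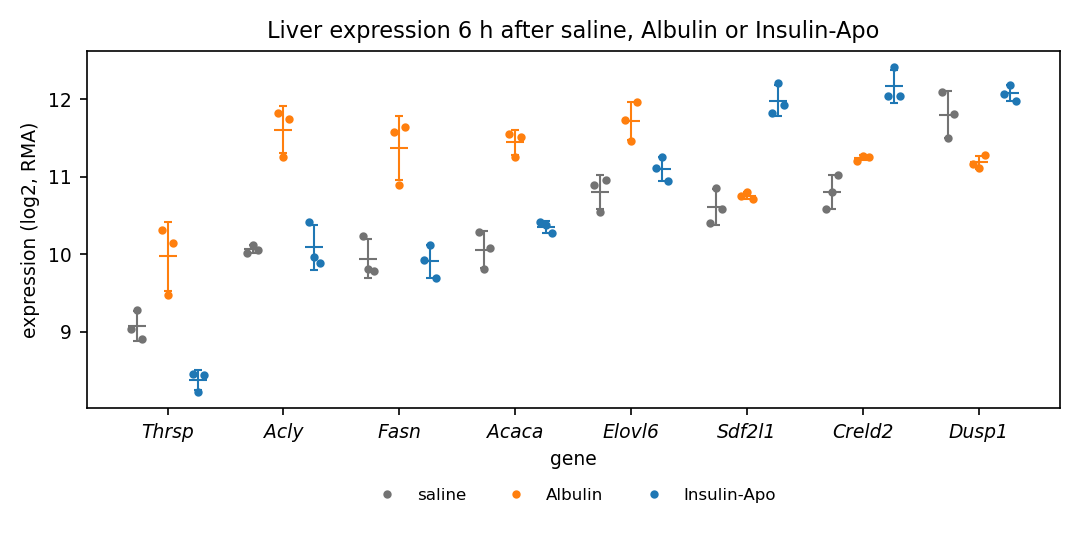
Expression (log2, RMA) of Thrsp, Acly, Fasn, Acaca, Elovl6, Sdf2l1, Creld2 and Dusp1 in liver 6 h after saline, Albulin or Insulin-Apo. Each point is an array (n = 3 per group), the long bar is the mean and the whiskers are the SD; every Albulin array lies above every Insulin-Apo array for the 5 lipogenic genes and below for the other 3.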

Analysis using Ingenuity software highlighted several genes involved in lipid metabolism that were activated by Albulin but not by Insulin-Apo (Figure 3A). We validated four genes by real-time PCR introducing insulin glargine as an additional control group. Cyp7A1 was used as a marker of insulin activity in the liver as Cyp7A1 has been reported to be repressed by insulin (Park and Pak, 2011). Insulin glargine, Albulin and Insulin-Apo were able to decrease the expression of Cyp7A1. Three genes involved in lipid metabolism and differentially regulated by both insulin modifications were validated: fatty acid synthase (FASN), ATP citrate lyase (ACLY), and acetyl-CoA carboxylase (ACACA). Albulin and insulin glargine increased the expression of the three genes but not by Insulin-Apo (Figure 3B).

**FIGURE 3:**
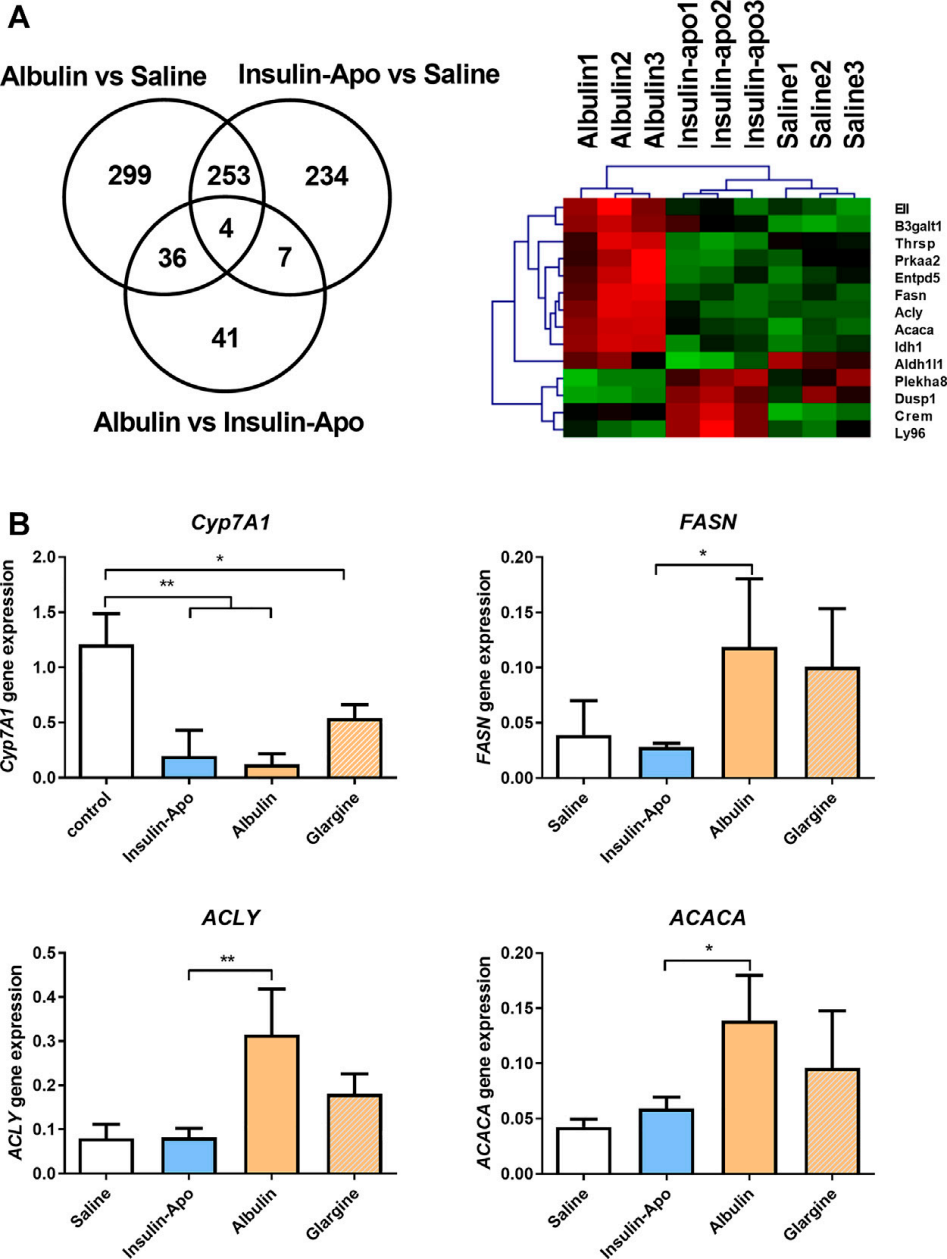
Differential effects on gene expression in the liver. **(A)** Venn diagram and heatmap of the analysis of the modulation of gene expression in the liver by the different insulin derivatives. C57BL/6J mice received s.c. saline, or 55 nmol/kg Albulin or Insulin-Apo. Six hours after administration, the animals were sacrificed, and the livers were extracted. RNA was isolated, and samples were studied using microarray expression (n = 3). **(B)** C57BL/6J mice received subcutaneously saline or 110 nmol/kg Insulin-Apo, or Albulin. Six hours after administration, the animals were sacrificed, and the liver was extracted. RNA was isolated, and RT-PCR was performed. Abbreviations: Cyp7A1, cholesterol 7 alpha-hydroxylase; ACACA, acetyl-CoA carboxylase; ACLY, ATP citrate lyase; and FASN, fatty acid synthase (n = 3). *p < 0.05, **p < 0.01, ***p < 0.001.

### Long-Term Treatment in the db/db Mouse Model

As Insulin-Apo seems to have a different activity profile with respect to liver lipid metabolism, we treated 10 weeks-old female db/db mice, which present an evident overweight and fat deposits in the liver (Bahary et al., 1990). To achieve long-term exposure, we used recombinant adeno-associated vectors (AAV) to express the fusion protein for three months. To allow expression in most of the hepatocytes, we used high doses of the vectors. The *in vivo* activity of the AAV plasmids was evaluated in C57BL/6J mice after hydrodynamic injection of the plasmid (Liu et al., 1999). Both plasmids encoding Insulin-Apo and Albulin were able to decrease the glycemia (Supplementary Figure S2). At the end of the experiment, plasmatic levels of insulin or albumin after administration of the AAV vectors could not be detected, but transgenic mRNAs were present in the liver (Figure 4A). In line with the lack of detection of the insulin derivatives in the plasma, we did not detect glycemia decrease in comparison to a control group treated with an AAV encoding luciferase (AAVLuc). Surprisingly, we detected a marked decrease in body weight in mice treated with the AAV encoding Albulin (AAVAlbulin) but not in the group treated with Insulin-Apo (AAVInsulin-Apo) (Figure 4B). Interestingly, the food intake increased in both AAVInsulin-Apo and AAVAlbulin (Figure 4C). Weight of fat deposits correlated with the body weight in AAVAlbulin treated animals (Figure 4D). In contrast, liver index (the ratio between the liver weight and the bodyweight) showed a significant decrease in mice treated with AAVInsulin-Apo as compared to liver index in the groups treated with AAVLuc or AAVAlbulin. The latter group exhibits high variability in the size of organs, reflecting the positive effect of the bodyweight reduction and the negative effect of liver expression of AAVAlbulin (Figure 4D). Liver expressions of both insulin fusion proteins were able to reduce the serum levels of AST and ALT transaminases and of total cholesterol (Figure 4E). Hematoxylin and eosin staining of liver sections showed large hepatocytes due to the accumulation of fat in control mice. Mice treated with AAVInsulin-Apo presented almost normal liver histology while in the group of AAVAlbulin, we could find both mice with increased steatotic liver alterations and mice with almost physiologic liver architecture (Figure 5A). Due to this variability, the only group with a significant normalization of liver histology was the AAVInsulin-Apo (Figure 5B).

**FIGURE 4:**
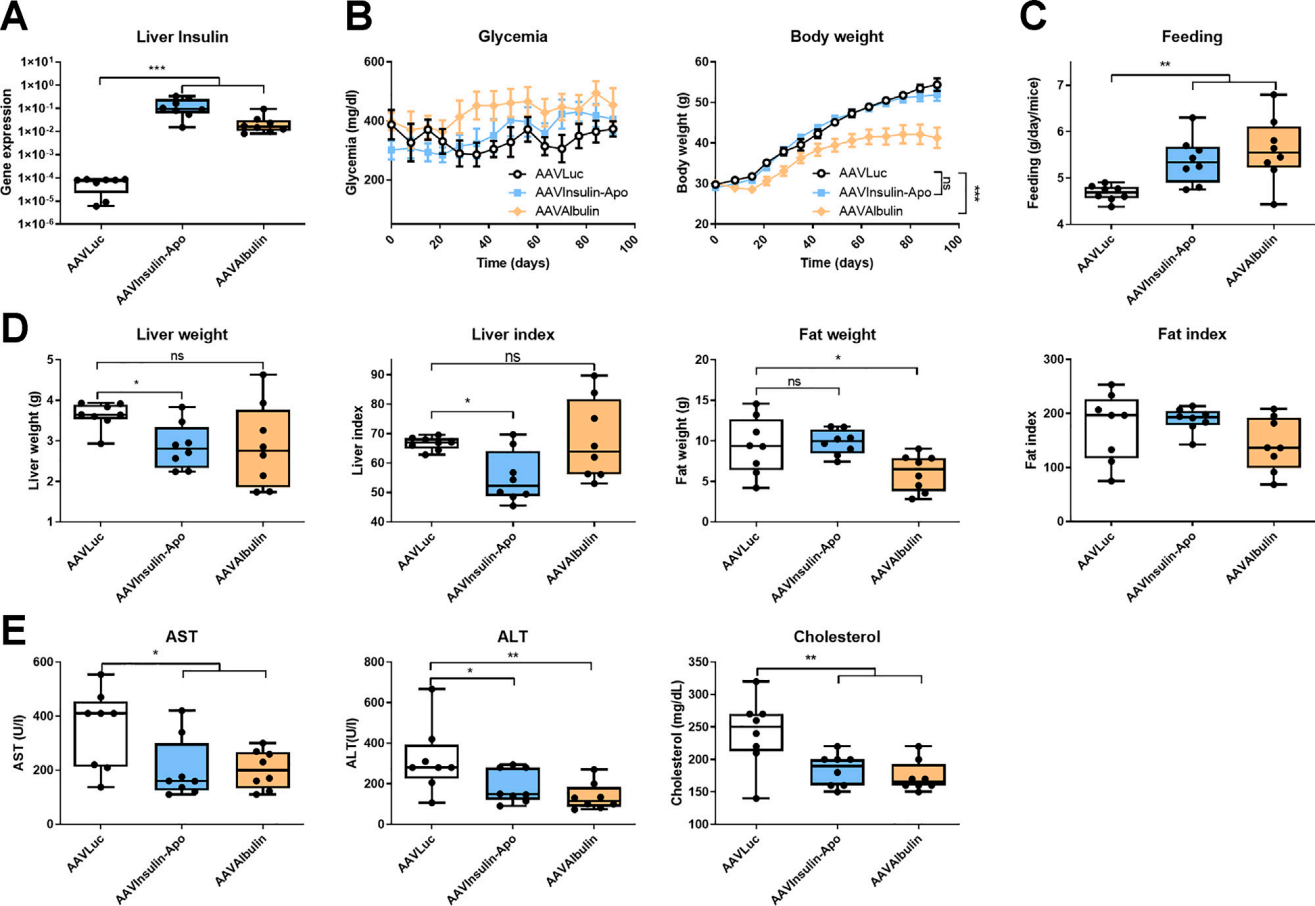
Effect of AAV-mediated expression of insulin derivatives in db/db mice. 10 weeks-old female db/db mice were treated with 5 × 10^12^ viral genomes AAV encoding luciferase (AAVLuc), AAV encoding Insulin-Apo (AAVInsulin-Apo) or AAV encoding albulin (AAVAlbulin). Mice were followed for 3 months and sacrificed at the end of the study. **(A)** Human insulin mRNA levels in the liver 3 months post-injection. **(B)** Evolution of the glycemia and body weight during the study period. **(C)** Average food intake during the study period. **(D)** Liver weight, liver index, fat weight, and fat index 3 months post-injection. **(E)** Serum transaminases (AST and ALT) and total serum cholesterol 3 months post-injection. n = 8 *p < 0.05, **p < 0.01, ***p < 0.001.

**FIGURE 5:**
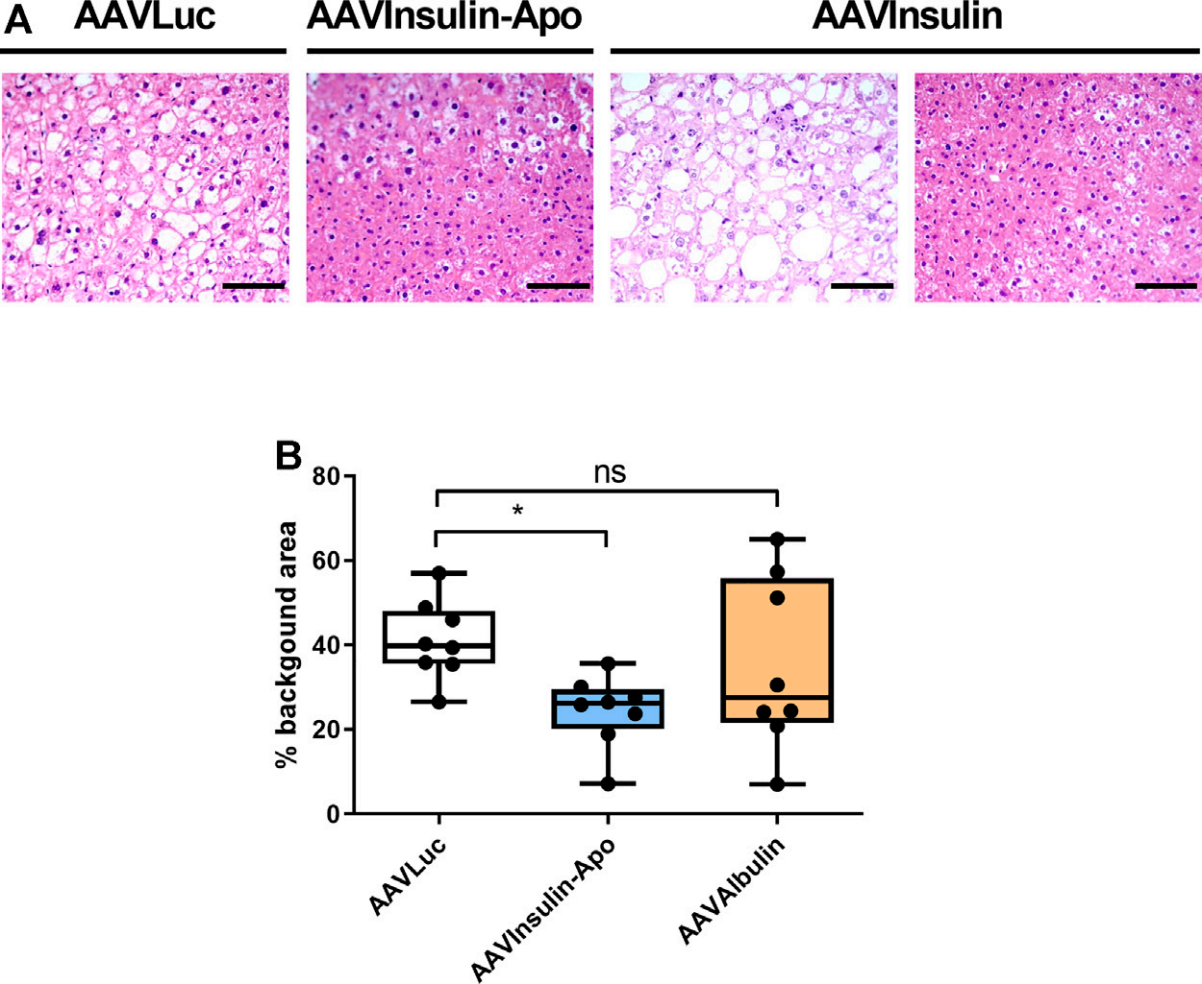
Liver histology 3 months after AAVs injection in db/db mice. **(A)** Hematoxylin-eosin staining of livers from female 10 weeks-old db/db mice treated with 5 × 10^12^ viral genomes AAV encoding luciferase (AAVLuc), AAV encoding Insulin-Apo (AAVInsulin-Apo) or AAV encoding albulin (AAVAlbulin). Scale bars, 50 µm. **(B)** Quantification of the background area in the liver. n = 8 *p < 0.05.

### Therapeutic Effects of Repeated Administration of Recombinant Proteins in the db/db Mouse Model

To confirm these findings, we treated male db/db mice with human insulin or Insulin-Apo with daily subcutaneous administrations for 6 weeks. No antibodies were detected at any time point against the mouse Insulin-Apo (data not shown). The insulin or Insulin-Apo did not have an impact on the baseline levels of serum glucose in these diabetic mice (Figure 6A). Interestingly, Insulin-Apo induced a significant reduction of body weight as compared to insulin-treated animals (Figure 6A) that does not correlate with a reduced feeding (Figure 6B). When mice were sacrificed, a significant decrease in liver weight as well as in fat deposits was observed in animals treated with Insulin-Apo (Figure 6C). No detrimental effects of the treatment with Insulin-Apo were detected, analyzing transaminase levels or circulating cholesterol (Figure 6D). The effects on liver weight correlated with an improvement of liver histology in those animals treated with Insulin-Apo while administration with insulin made the liver disease worse, as shown by hematoxylin and eosin staining (Figure 7A) and by the lipid-specific staining Oil Red O (Figure 7B). To determine the contribution of the apolipoprotein A-I moiety to the overall effect of the fusion protein, db/db mice were treated with apolipoprotein A-I or Insulin-Apo daily for 6 weeks. Although apolipoprotein A-I exerted a potent effect on body weight, the fusion proteins outperformed the unconjugated apolipoprotein A-I (Figure 8A). Moreover, significant differences were detected when liver weight and subcutaneous fatty deposits in the group treated with saline were compared to the group treated with Insulin-Apo. However, no significant differences were observed in mice treated with apolipoprotein A-I alone (Figure 8B). Insulin-Apo was also more efficient in normalizing liver histology (Figure 8C), and a significant reduction in the fat accumulation in the liver was achieved (Figure 8D).

**FIGURE 6:**
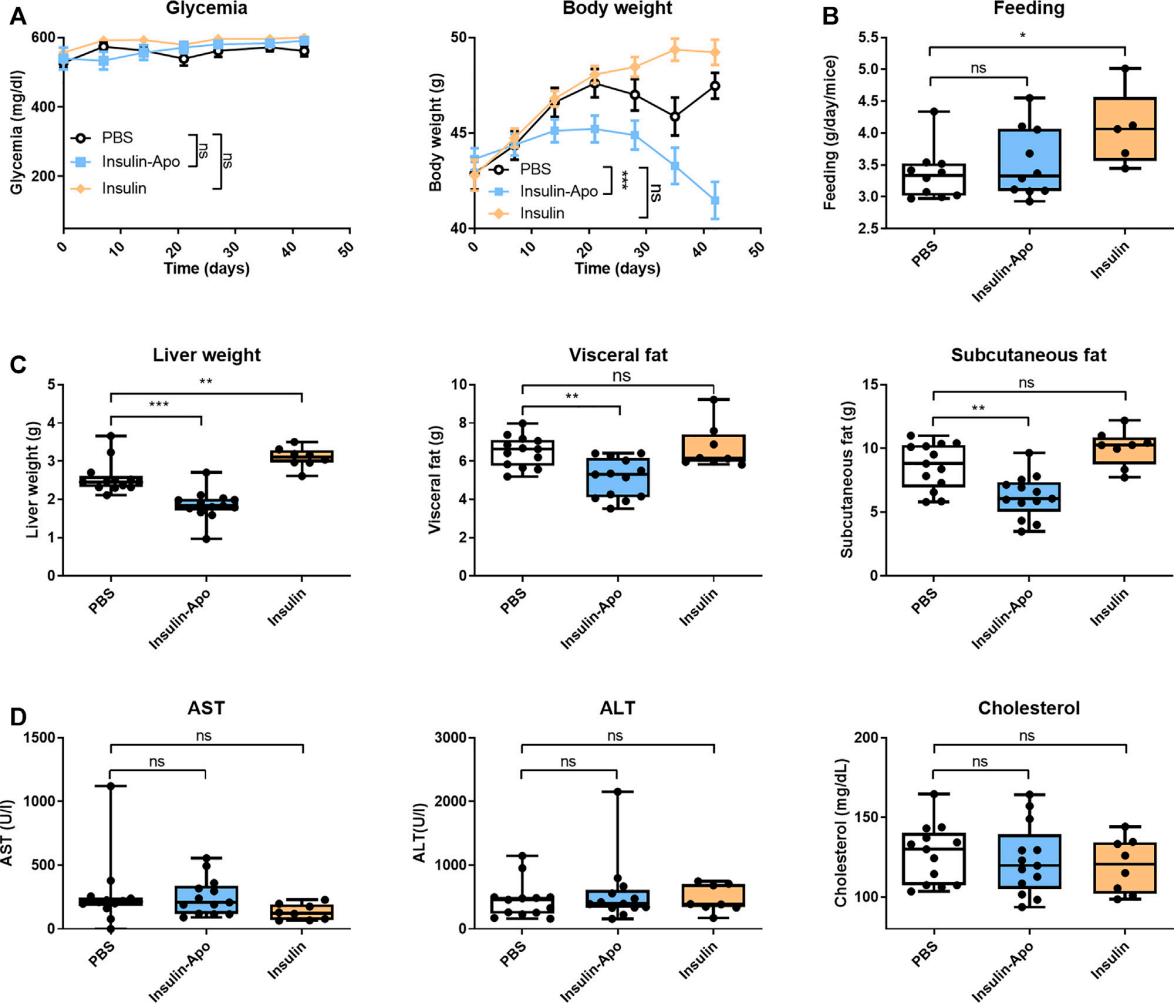
Effect of long term treatment with insulin derivatives in db/db mice. Male 10 weeks-old db/db mice were treated daily for six weeks with PBS, 5 U/kg human insulin s.c., or 26 nmol/kg Insulin-Apo s.c. Mice were sacrificed at the end of the study. **(A)** Evolution of the glycemia and body weight during the study period. **(B)** Average food intake during the study period. **(C)** Liver weight, visceral fat weight, and subcutaneous fat weight after treatment for 6 weeks **(D)** Serum transaminases (AST and ALT) and total serum cholesterol 6 weeks after starting the treatment. n = 13 for PBS and Insulin-Apo groups and n = 8 for the insulin-treated group. *p < 0.05, **p < 0.01, ***p < 0.001.

**FIGURE 7:**
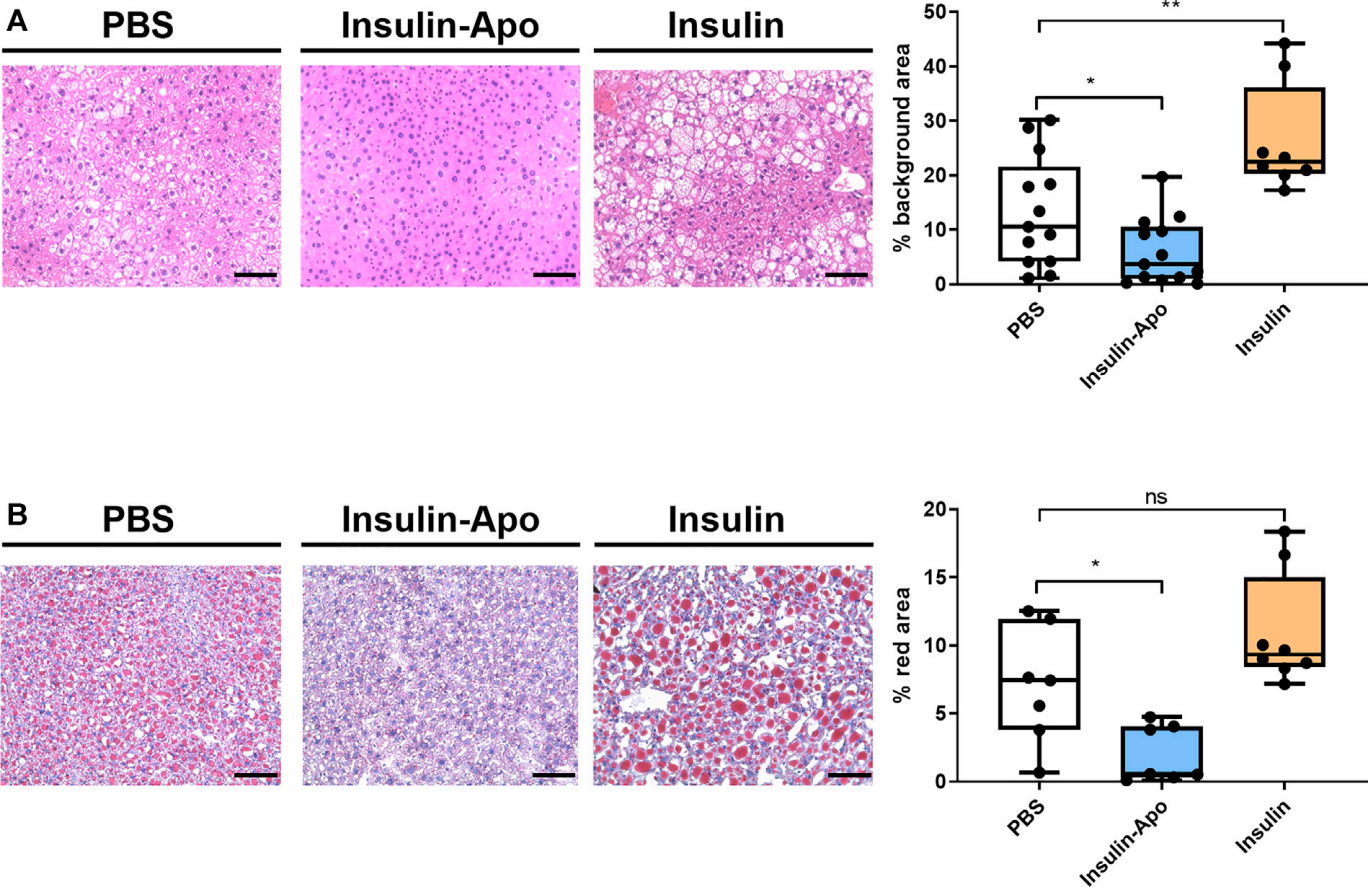
Liver histology 6 weeks after daily s.c. administration of insulin derivatives in db/db mice. **(A)** Representative images of hematoxylin-eosin staining of livers from male 10 weeks-old db/db mice treated daily for 6 weeks with PBS, 5 U/kg human insulin s.c. or 26 nmol/kg Insulin-Apo s.c. and quantification of the background area. Scale bars, 50 μm n = 13 for PBS and Insulin-Apo groups and n = 8 for the insulin-treated group. ***p < 0.001. **(B)** Representative images of Oil red O staining of livers from 10 weeks-old db/db mice treated daily for six weeks with PBS, 5 U/kg human insulin s.c. or 26 nmol/kg Insulin-Apo s.c. and quantification of the red area. Scale bars, 50 μm n = 7 for PBS and Insulin-Apo groups and n = 8 for the insulin-treated group. ***p < 0.001.

**FIGURE 8:**
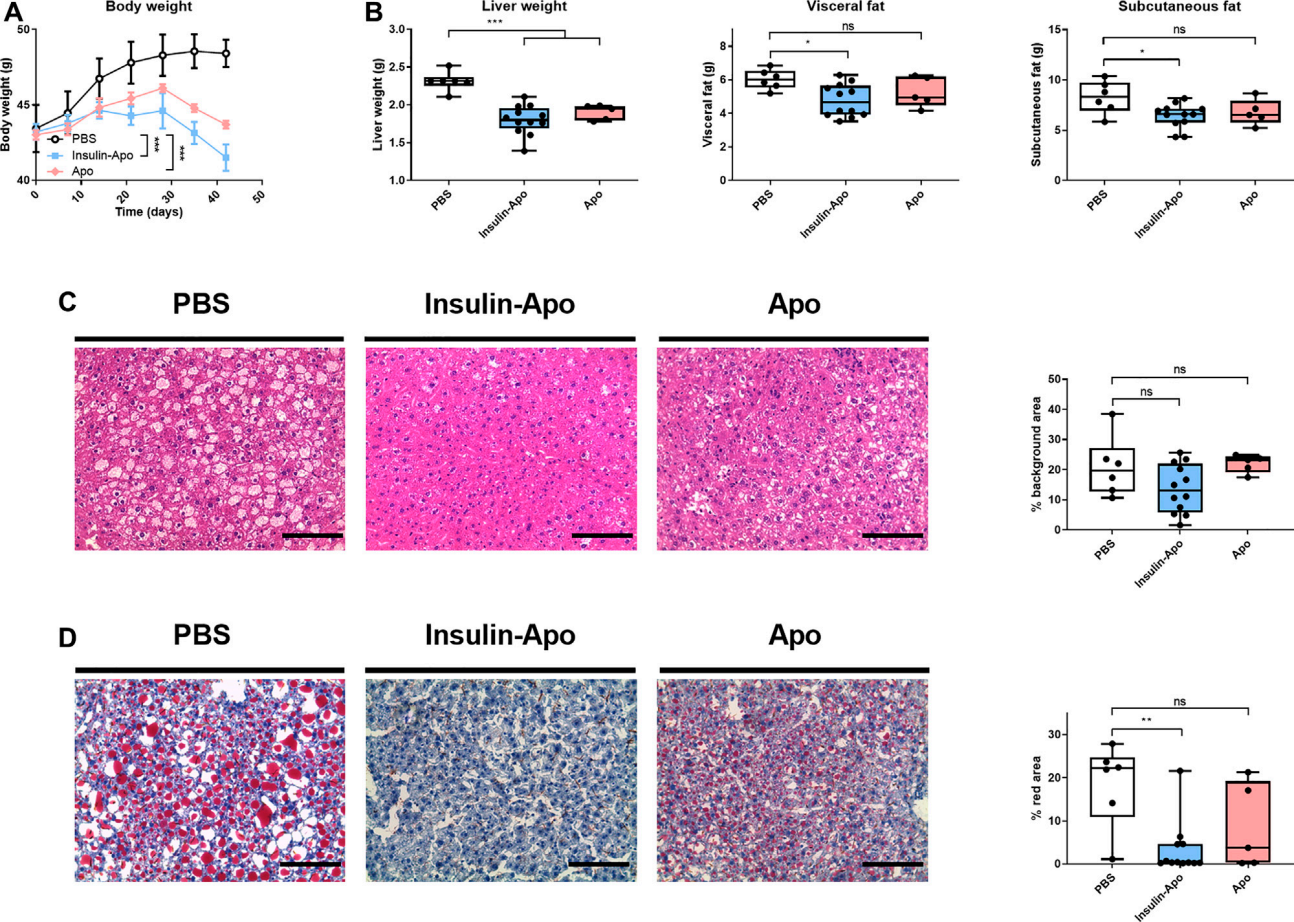
Effect of long term treatment of apolipoprotein A-I alone or fused to insulin in db/db mice. Male 10 weeks-old db/db mice were treated daily for six weeks with PBS, 26 nmol/kg human apolipoprotein A-I s.c., or 26 nmol/kg Insulin-Apo s.c. Mice were sacrificed at the end of the study. **(A)** Evolution of body weight during the study period. **(B)** Liver weight, visceral fat weight, and subcutaneous fat weight after treatment for 6 weeks **(C)** Representative images of hematoxylin-eosin staining of livers after treatment for 6 weeks and quantification of the background area. Scale bars, 50 µm. **(D)** Representative images of Oil red O staining of livers after treatment for 6 weeks and quantification of the red area. Scale bars, 50 μm n = 6 for PBS group, n = 12 for Insulin-Apo-treated group and n = 5 for Apo-treated group *p < 0.05, **p < 0.01, ***p < 0.001.

## Discussion

Here, we have analyzed the pharmacokinetics and pharmacodynamics of the fusion protein of apolipoprotein A-I and a single chain insulin. This fusion protein was able to promote the glucose uptake and the phosphorylation of insulin receptor and AKT. However, the activity of the recombinant protein was 10-fold lower than the activity of insulin. Similar reductions of the *in vitro* activity has been reported for other insulin modifications such as albumin fusion to insulin (Shechter et al., 2005), immunoglobulin Fc domain fusions (Wronkowitz et al., 2017), insulin detemir (Sorensen et al., 2010), but this pharmacodynamic disadvantage can be compensated with an improved pharmacokinetic profile. In the case of Insulin-Apo, the pharmacokinetic data are compatible with a long-lasting insulin formulation that could be administered once daily. The hypoglycemic effect after an intravenous administration showed a slow onset, a profile observed with the fusion protein of proinsulin-transferrin (Wang et al., 2014), and may represent a general property of liver targeted insulins.

In order to analyze whether the novel insulin derivative could exert any differential effects in the liver, we analyzed the phosphorylation of the insulin receptor in the liver, fat, and muscle. Insulin-Apo markedly increased the phosphorylation of the insulin receptor in the liver 6 h after administration while insulin phosphorylated the receptor in muscle and fat but not in the liver. To further analyze the liver activity of Insulin-Apo, we performed microarray analysis 6 h after administration of the long-lasting insulins. 

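Beyond fatty acid synthesis, few genes of lipid metabolism passed the test in the arrays. Of 20 genes of cholesterol synthesis and uptake, none was called after Albulin, after Insulin-Apo or between them by limma. At an unadjusted p under 0.05, 3 were lower after Albulin, 4 were lower after Insulin-Apo and none differed between them (adjusted p of the list = 0.433, 0.114 and 0.5). The list was called without Albulin replicate 1 after Albulin (0.0248), without saline replicate 3 (0.0279), without Insulin-Apo replicate 2 (0.00395) and after repeated quantile normalization (0.0428) after Insulin-Apo. Between the derivatives it was called without Albulin replicate 2 (0.00153) and without Insulin-Apo replicate 2 (0.0248). Of 22 genes of fatty acid oxidation and ketogenesis, Plin2, a coat protein of lipid droplets, rose by 0.84 (standard error 0.14, adjusted p = 0.00989, limma) after Insulin-Apo. None was called after Albulin, where Plin2 had a log2 fold change of 0.61 (standard error 0.14, adjusted p = 0.0325, limma) that was called in 4 of 19 alternatives. Between the derivatives no gene of that list was called and 2 were lower after Albulin at an unadjusted p under 0.05, while the list had an adjusted p of 0.0411 (adjusted p = 0.725 with an estimated correlation) and a median of -0.05. That call was lost in 9 of 20 alternatives, among them the fits without Albulin replicate 1 (0.0644), Albulin replicate 2 (0.53), Insulin-Apo replicate 1 (0.177) and Insulin-Apo replicate 2 (0.147). Of 17 genes of lipoproteins and HDL metabolism, 1 rose after Albulin, the cholesterol exporter Abca1 by 0.67 (standard error 0.11, adjusted p = 0.00863, limma), and none was called after Insulin-Apo or between them (adjusted p of the list = 0.79, 0.627 and 0.716). At an unadjusted p under 0.05, 1 of them was higher and 3 were lower after Insulin-Apo, and 4 were higher and 1 was lower between the derivatives. Of 15 genes of bile acid synthesis and transport, none was called after Albulin (4 lower at an unadjusted p under 0.05), and 2 fell after Insulin-Apo, the bile acid enzyme gene Akr1d1 by 0.64 and the bile acid receptor gene Nr1h4 by 0.44, each a call lost in 7 of 19 alternatives. Adjusted over the list alone, 3 of these genes were lower after Albulin and 7 after Insulin-Apo. Cyp7a1, the first enzyme of bile acid synthesis, had larger log2 fold changes, -2.14 after Albulin and -2.24 after Insulin-Apo. Neither was called, with an SD between arrays of 0.60 and 1.39. They were called in 4 and 2 of 19 alternatives. The bile acid list was down after Albulin (camera, adjusted p = 0.0151, and adjusted p = 0.539 with an estimated correlation) and after Insulin-Apo (adjusted p = 1.52e-05, and adjusted p = 0.181 with an estimated correlation). Between the derivatives no bile acid gene was called, 5 were higher after Albulin at an unadjusted p under 0.05, and the list had a median of 0.16 (adjusted p = 0.0199, and adjusted p = 0.466 with an estimated correlation). That adjusted p was 0.0807 without Albulin replicate 1 and 0.0838 without Insulin-Apo replicate 2, and the one after Albulin was 0.0563 without saline replicate 1 and 0.0789 without Albulin replicate 2. Of 9 genes of glycolysis and glucose uptake, 2 were higher after Albulin than after Insulin-Apo and none lower (3 and none adjusted over the list alone, adjusted p of the list = 0.226). The liver pyruvate kinase gene Pklr was higher by 0.95 (standard error 0.16, adjusted p = 0.0653, limma) and the ketohexokinase gene Khk by 0.57 (standard error 0.10, adjusted p = 0.0704). Against saline, Pklr rose by 1.17 after Albulin and Pfkfb3, a regulator of glycolysis, fell by 0.63, a call lost in 7 of 19 alternatives (3 higher and 3 lower adjusted over the list alone). The glucose transporter gene Slc2a2 fell by 0.63 after Insulin-Apo. The call of Plin2 was lost in a fit of all 12 arrays. Those of Pklr and Khk between the derivatives were lost at an adjusted p under 0.05, without Albulin replicate 1 and without Albulin replicate 3, and that of Abca1 without saline replicate 1, without Albulin replicate 1 and without Albulin replicate 2. From an analysis of the called genes with Ingenuity software, the paper states that several genes of lipid metabolism were activated by Albulin and not by Insulin-Apo.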

A subset of differentially expressed genes predicted that the lipid metabolism was upregulated by the single-chain insulin fused to albumin but not with the fusion between insulin and apolipoprotein A-I. To validate these results in a relevant animal model, we treated obese diabetic female db/db mice that already presented accumulation of lipids in the liver (Bahary et al., 1990). A single dose of an AAV vector allowed us to treat these mice for three months and analyze the long-term evolution of the disease (Paneda et al., 2009). The expression was low as reflected by the lack of glycemia reduction. Surprisingly, a significant decrease in body weight was observed in mice treated with the AAVAlbulin. This unexpected result may be due to the sustained release of low doses of insulin, pharmacokinetics that might be replicated by low doses of the novel ultra-long lasting insulins (Gough et al., 2012). Liver index and liver histology reflected that liver steatosis were promoted in half of the animals treated with AAVAlbulin. In this group, a balance between the positive effect of weight loss and the negative effect of the direct activity of insulin in an insulin-resistant liver determines the final outcome. The group treated with AAVInsulin-Apo presented normalization of liver histology with a significantly reduced liver index and a significant decrease in the vacuoles present in hepatocytes. To validate these findings in a clinically relevant drug formulation, we produced large amounts of the recombinant fusion protein and the long-term activity on diabetes, obesity and steatosis was determined in db/db mice. We used male mice for these experiments since they tend to be more susceptible to NAFLD development than female mice (Matsushita et al., 2017). Daily subcutaneous administration of the recombinant protein reduced the body weight and improved liver histology. In contrast, administration of human insulin worsened both obesity and steatosis. Administration of apolipoprotein A-I alone also has a significant impact on body weight as has been previously reported (Ruan et al., 2011) and on liver weight, indicating that the apolipoprotein A-I moiety is the major driver of the effects on body weight and steatosis. However, the fusion protein outperformed the apolipoprotein A-I effects in all analyzed parameters.

In conclusion, insulin fused to apolipoprotein A-I is a novel long-lasting insulin analog with preferential activity in the liver. Due to the effects of apolipoprotein A-I on body weight and steatosis, it may be of interest for the treatment of diabetic patients, especially with NAFLD.

## Data Availability

The raw data generated for this article can be accessed from NCBI using the accession number GSE160105.

How the deposited data were processed for this re-analysis (not part of the article)

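Gene expression was measured in 12 liver arrays, 3 each from mice given saline, Albulin, Insulin-Apo or insulin glargine. The authors hybridized RNA to the Affymetrix Mouse Gene 1.0 ST array and summarized the probes with RMA, and the deposited values are log2 expression values of 28213 probe sets after background correction and normalization by the authors. The version of RMA, the build of the annotation and whether the 12 arrays were normalized together are not given in the sources used here. Gene symbols came from the deposited annotation, and 21553 of the 21640 probe sets with 1 symbol carried a symbol of a RefSeq gene. Raw intensities were not used here.

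Groups were taken from the sample labels. Probe sets were kept when their value was over 5 in at least 2 arrays of a group, which left out 2224 dim probe sets and kept 25989 in the 9 arrays of saline, Albulin and Insulin-Apo, and 26027 in all 12 arrays. The 3 comparisons among saline, Albulin and Insulin-Apo were made with limma 3.58.1 in R 4.3.3 in a fit of those 9 arrays, and the comparisons with insulin glargine in a fit of all 12 arrays. The moderated t test gave p values, which were adjusted with the Benjamini-Hochberg method, and a probe set was called when B was over 0 with a prior proportion of changed genes of 0.01. A moderated F test covered any difference among the 3 groups. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

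Genes were tested in 19 gene lists and 11 cell type lists. Of the gene lists, that of the 14 heatmap genes was taken from the paper, which chose them on the same arrays. The other lists were written from general knowledge. Among all lists, 29 had over 2 measured genes and were tested with camera at an inter-gene correlation of 0.01. The p values were adjusted over the lists of a comparison, the heatmap list included. The same test with a correlation estimated from each list, and fry, were run beside camera. Members were also counted with p values adjusted over the list alone.

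The named genes were chosen by a rule set before the data were examined. For each comparison it takes up to 6 higher and 6 lower genes with the largest log2 fold change among the called probe sets with 1 symbol whose arrays do not overlap between the groups, the 14 genes of the heatmap with Cyp7a1, Fasn, Acly and Acaca, up to 4 members of each list with the smallest p, and the checks Ins1, Ins2, Insr, Apoa1, Alb and Xist. Some list members and some genes in a further comparison were named after their values were seen, among them Steap4, Heatr1, Sesn3, Pfkfb3 and Cxcl13 after Albulin.

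The alternatives set before the data were examined were no filter and a stricter filter (a value over 6) on dim probe sets, arrays centred on their medians, repeated quantile normalization, the replicate number as a block, an intensity trend in the prior variance, array quality weights, all 12 arrays in a fit, only the arrays of the 2 groups compared, an adjusted p under 0.05 alone or with a log2 change of at least 0.58, only probe sets with 1 symbol, the mean of all probe sets of a gene, the other set tests, and each array left out in turn. A fit of all arrays but insulin glargine replicate 3, and the alternatives for lists other than lipogenesis, were chosen after the data were seen.

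The procedure was tested on simulated data of the same size, in which limma called 42 of 50 genes changed by 0.5 on the log2 scale, 98 of 100 changed by 1 and 50 of 50 changed by 2, none in the wrong direction, with 12 unchanged probe sets called. These shares hold for the simulated data only. In the arrays, Cyp7a1 had a log2 fold change of -2.14 after Albulin, with an SD of 0.60, and was not called. The effect of sharing the saline arrays was simulated 100 times with unchanged groups. With 3 arrays per group, the number of arrays limits precision. The sources used here do not state that each array is a separate mouse, so the p values measure only the spread between arrays.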

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

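The tests of explanations in this part were all chosen as such after the results were seen. For the counts of probe sets, leaving out each array in turn and repeated quantile normalization were among the alternatives set before the data were examined.

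The acute phase response is a signal in genes the paper does not discuss, with 16 genes higher after Albulin and 12 after Insulin-Apo. The 12 genes higher after both had median log2 changes of 1.18 after Albulin, 1.34 after Insulin-Apo and 0.08 after insulin glargine (-0.16 to 0.75), and 9 of them were called lower after insulin glargine than after each derivative. For those 9 this argues against a response that all 3 insulins share at 6 h, provided that the insulin glargine arrays differ from the others in treatment alone. The sources give neither time of day nor processing sets, so that condition was not tested. The shared response stays open for the other 3, Mt1, which was itself called higher after insulin glargine (0.69, the median of the 3), Lcn2 (0.53) and Steap4 (0.75). A single aberrant array is argued against by the lowest count without 1 array, 9 genes after Insulin-Apo and 11 after Albulin. A bacterial product in the preparations made in E. coli cannot be told apart from an effect of the derivatives, because every derivative array received such a preparation, and the interferon response list, with no gene called and median log2 changes of 0.14 after Albulin (adjusted p = 0.378) and 0.36 after Insulin-Apo (adjusted p = 1.52e-05, and adjusted p = 0.392 with an estimated correlation), does not decide it.

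The insulin glargine arrays, which the paper does not report on, differed from saline in 1259 probe sets, and 4 clock genes rose and 4 fell. As the source of this count, an aberrant insulin glargine replicate 3 is argued against by 1362 probe sets called without it. The scale of the arrays after RMA is argued against by 1332 after repeated quantile normalization. The 1362 do not show that insulin glargine replicate 3 was like the other arrays. Its mean correlation with its group was 0.9898, against 0.9932 and 0.993 for insulin glargine replicates 1 and 2. A clock index, the mean log2 value of 4 clock genes minus that of 10 others, relative to saline, was 2.01 ± 0.17 for insulin glargine, 1.24 ± 0.22 for Insulin-Apo, 1.11 ± 0.08 for Albulin and 0 ± 0.16 for saline (mean ± SD, n = 3). It was higher by 1.22 in insulin glargine than in the other 9 arrays (1.14 to 1.30 without 1 array), but its genes were chosen after their values were seen and saline also stood apart from the other 3 groups, so no p is given. Livers taken at another time of day or processed as a separate set may give this difference and cannot be told apart from an effect of insulin glargine, because the sources give neither time of day nor processing sets. The same holds for the index of Albulin and Insulin-Apo, which lay above that of saline.

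The unfolded protein response, outside the genes the paper discusses, had 8 genes higher after Insulin-Apo. Neutrophil markers, also outside them, had 3 genes higher after Albulin, and 1 without saline replicate 1.

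For each comparison of 2 groups the 6 arrays make 10 splits, too few for a share under 0.05. In the number of probe sets called, 1 split of 10, the real one, reached the real value in each comparison. The real value and the highest of the other splits were 626 and 0 for Albulin against saline, 556 and 0 for Insulin-Apo against saline, 166 and 1 for Albulin against Insulin-Apo, 1259 and 95 for insulin glargine against saline, 1133 and 13 against Albulin, and 1259 and 16 against Insulin-Apo. For the unadjusted p of the lipogenesis list, 3 splits were as low after Albulin (0.00406, lowest other 5.27e-06), 7 after Insulin-Apo (0.332, lowest other 0.00547), 2 between the derivatives (9.7e-07, lowest other 2.3e-07) and 2 after insulin glargine (0.0214, lowest other 0.00151).

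Of 100 drawn splits of the 9 arrays into 3 groups, 1 gave as many probe sets in the F test (1293, highest other 551) and 1 as large an overlap of the derivatives (256, highest other 7). In both cases it was the real split, so no other drawn grouping of the arrays gave these values. This does not test how much of the overlap comes from the 3 saline arrays that both comparisons share. For the correlation of the fold changes, 7 splits gave a value as large (0.71, highest other 0.75), and chance is not excluded.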

How the results depend on the processing

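The alternatives were set before the data were examined, except those for lists other than lipogenesis and the fit without insulin glargine replicate 3, which were chosen after the data were seen. No gene called and named in the text changed direction under an alternative that was run, while some small changes that were not called did, among them Fasn and Acly after Insulin-Apo. The balance of higher and lower probe sets between the derivatives turned from 65 of 166 higher to 103 of 146 without Albulin replicate 2 and 88 of 174 after repeated quantile normalization. Where no cause follows from fewer arrays or another threshold, the cause was not tested.

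In a fit of all 12 arrays, 361 probe sets were called after Insulin-Apo, 90 between the derivatives and 623 in the F test; without insulin glargine replicate 3 in that fit the calls were 653 after Albulin, 592 after Insulin-Apo and 166 between them. With only the arrays of the 2 groups compared, insulin glargine gave 783 against saline, 701 against Albulin and 645 against Insulin-Apo. At an adjusted p under 0.05 the counts were 1219 after Albulin, 969 after Insulin-Apo, 36 between them, 515 after both, and for insulin glargine 2848 against saline, 2327 against Albulin and 2823 against Insulin-Apo. With a log2 change of at least 0.58 as well, they were 378, 324 and 28 for the derivatives. With only probe sets with 1 gene symbol, r was 0.74.

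The lipogenesis list lost its call with an estimated correlation (adjusted p = 0.593 after Albulin and 0.292 between the derivatives) and with fry (0.0993 and 0.0778). In at least 1 comparison of the derivatives, fry also ended the calls of the clock, drug metabolism, bile acid, fatty acid oxidation, FoxO1, interferon, cAMP, ribosome biogenesis, endothelial, Kupffer cell, B cell, and T cell and NK cell lists. The drug metabolism list was higher after Albulin than after Insulin-Apo (camera, adjusted p = 0.000438, and 0.26 with an estimated correlation). It was down after Insulin-Apo (0.0222, 0.392 with an estimated correlation, 0.068 without saline replicate 1 and 0.088 without Insulin-Apo replicate 2). The cAMP list was up after Insulin-Apo, with 2 of 18 genes higher. Its adjusted p was 0.00307 (camera), 0.412 with an estimated correlation and 0.053 without Insulin-Apo replicate 2.

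With the replicate block, counts were 590 after Albulin, 499 after Insulin-Apo, 165 between them and 1129 after insulin glargine. The replicate numbers did not pair the arrays, since r of 18 pairs lay between -0.27 and 0.15.

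Leaving out 1 array at a time gave 411 (without saline replicate 2) to 701 after Albulin, 324 to 643 after Insulin-Apo, 77 to 180 between them, 469 to 1437 in the F test and 156 to 281 after both, with r of 0.68 to 0.75. Insulin glargine gave 821 to 1362 against saline, 729 to 1193 against Albulin and 815 to 1265 against Insulin-Apo. The adjusted p of the lipogenesis list was 0.00025 to 0.0525 after Albulin, 0.118 to 0.926 after Insulin-Apo, 4.46e-09 to 0.00054 between them and 0.0374 to 0.175 after insulin glargine. Of the values of named genes under these settings, 2011 kept their side of the threshold, 246 lost the call and 29 gained it.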

Differences from the paper's values

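Between the derivatives, the paper gives 88 genes and the deposited values gave 166 probe sets at the paper's threshold of B > 0, from 138 genes with a symbol. Of the alternatives set before the data were examined, 5 of 21 settings came within 1.5 times of the paper's value, namely all 12 arrays in one fit (90), only the arrays of the 2 groups compared (120), and the fits without Albulin replicate 1 (77), without Albulin replicate 3 (106) and without Insulin-Apo replicate 2 (128). The others did not, among them no filter on dim probe sets (167), arrays centred on their medians (178), repeated quantile normalization (174), the replicate block (165), an intensity trend in the prior variance (171), array quality weights (178), an adjusted p under 0.05 (36) and that with a log2 change of at least 0.58 (28). Counting only the probe sets also called against saline after either derivative, a count set beside the paper's after the values were seen, gave 86, and it drops 2 of the 13 heatmap genes called here, Prkaa2 and Plekha8.

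The paper gives 258024 probe sets selected for the statistical analysis, and 25989 were kept here. Whether the paper's number counts probe sets of the deposited table, which holds fewer, is not settled by the sources used here. No alternative came near the paper's value, with 28213 without a filter, which is the whole deposited table, 23308 with the stricter filter and 26027 in all 12 arrays.

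The paper's heatmap shows Idh1 among the genes that differ between the derivatives, and here its log2 difference was 0.27 (adjusted p = 0.114, limma, B = -0.63), which was called only with an intensity trend in the prior variance. The other 13 of the 14 genes were called in the direction of the heatmap.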

Other observations

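The alternatives for lists other than lipogenesis were chosen after the data were seen. In the insulin glargine arrays, a condition the paper's statements on the arrays do not cover, genes of the circadian clock differed from saline. On the log2 scale the clock activators Arntl and Clock rose by 1.97 and 0.49, Cry1 by 1.47 and Nfil3 by 1.43, and Dbp fell by 2.44, Nr1d1 fell by 1.63, Per3 fell by 1.55 and Tef fell by 0.69, the last a call lost in 16 of 21 alternatives. Of 16 clock genes 4 rose and 4 fell (5 and 6 adjusted over the list alone, camera adjusted p = 0.9). Camera tests for a net shift of a list, in which rises and falls cancel. Its result therefore does not show that the clock list was unchanged after insulin glargine. Outside the clock, named genes that rose were the lipopolysaccharide receptor gene Cd14 by 2.77 (standard error 0.15, adjusted p = 1.48e-06, limma), Tubb2a by 2.58, Slc16a6 by 2.25, Cytip by 2.17 and thrombomodulin, Thbd, by 1.95, and Rgs16 fell by 2.48, Phf11c fell by 2.37, the receptor gene Erbb3 fell by 2.35 and Fam13a fell by 2.27.

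Of 21 ribosome biogenesis genes, 5 rose after insulin glargine and none fell (12 and none adjusted over the list alone, camera adjusted p = 1.49e-06, and adjusted p = 0.635 with an estimated correlation), namely Nop58 by 0.75, Heatr1 by 0.65, Nop56 by 0.61, Gnl3 by 0.59 and Nop14 by 0.50. The calls of Nop58, Nop56 and Nop14 were lost in 5, 6 and 6 of 21 alternatives, and 2 genes rose without saline replicate 2, without saline replicate 3 or without insulin glargine replicate 3, and 3 without saline replicate 1 or without insulin glargine replicate 2. After Albulin 3 of them rose (6 adjusted over the list alone, adjusted p = 0.000531, and adjusted p = 0.576 with an estimated correlation) and after Insulin-Apo 2 (8 adjusted over the list alone, adjusted p = 0.000114, and adjusted p = 0.392 with an estimated correlation). After Albulin 1 rose without saline replicate 2, without Albulin replicate 1 or without Albulin replicate 3, and 2 without saline replicate 1 or without saline replicate 3.

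In cholesterol synthesis, Lss rose by 1.10 and Ebp by 0.50 after insulin glargine and Fdft1 fell by 0.90. Of 15 bile acid genes Amacr fell by 0.60 and Hsd3b7 fell by 0.62 (none higher and 10 lower adjusted over the list alone, adjusted p = 0.000282, and adjusted p = 0.635 with an estimated correlation). The immediate early gene Egr1 fell by 1.81, the interferon-induced gene Iigp1 fell by 1.15, and Abca1 rose by 0.74. Of 5 adipose tissue markers Fabp4 rose by 0.98 and Cidec by 1.75, the last a call lost in 12 of 21 alternatives.

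In all, 1259 probe sets differed between insulin glargine and saline, 583 higher and 676 lower, 1133 between insulin glargine and Albulin and 1259 between insulin glargine and Insulin-Apo. Without saline replicate 2 the first count was 821, without Albulin replicate 1 the second was 729, and without Insulin-Apo replicate 2 the third was 815.

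The RT-PCR in Fig. 3B is another experiment, at a dose above the 55 nmol/kg of the arrays, so the array values of its genes are not a test of it. Cyp7a1 (probe set 10511375), the first enzyme of bile acid synthesis, was at 13.63 ± 0.12 (log2, mean ± SD, n = 3) after saline, 11.50 ± 0.60 after Albulin, 11.39 ± 1.39 after Insulin-Apo and 13.23 ± 0.13 after insulin glargine, and its log2 fold changes of -2.14, -2.24 and -0.41 were not called (adjusted p = 0.0467, 0.0442 and 0.747, limma). The first was called in 4 of 19 alternatives and the second in 2. After insulin glargine Thrsp rose by 1.58 (adjusted p = 0.000469, limma), and the log2 fold changes of Fasn, 1.09, Acly, 0.49, and Acaca, 0.36, were not called (adjusted p = 0.0109, 0.103 and 0.122, limma), that of Fasn being called in 3 of 21 alternatives.

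Of 12 gluconeogenesis genes none was called after Albulin by limma (4 lower at an unadjusted p under 0.05, camera adjusted p = 0.0065, and adjusted p = 0.26 with an estimated correlation), and the transaminase gene Gpt fell by 0.70 after Insulin-Apo, a call lost in 9 of 19 alternatives (adjusted p of the list = 0.0049, and adjusted p = 0.187 with an estimated correlation). Of 15 genes that FoxO1 induces and insulin represses, Foxo3 fell by 0.45 after Albulin, and Foxo3 fell by 0.41, a call lost in 4 of 19 alternatives, and Sesn3 fell by 0.50 after Insulin-Apo. The list had an adjusted p of 0.0147 after Albulin (adjusted p = 0.401 with an estimated correlation, 0.0782 without saline replicate 1 and 0.0805 without Albulin replicate 2) and 0.508 after Insulin-Apo. Of 16 interferon response genes none was called after Insulin-Apo by limma (8 higher at an unadjusted p under 0.05, adjusted p = 1.52e-05, and adjusted p = 0.392 with an estimated correlation).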
